# High-Intensity Pulse Magnetic Fields Affect Redox Homeostasis and Survival Rate of *Escherichia coli* According to Initial Level of Intracellular Glucose

**DOI:** 10.3390/biom15111550

**Published:** 2025-11-05

**Authors:** Pengbo Wang, Limeng Du, Yunchong Li, Zitang Xu, Luona Ye, Shuhan Dai, Li Xu, Jinyong Yan, Xiaoman Xie, Quanliang Cao, Min Yang, Xiaotao Han, Yunjun Yan

**Keywords:** magnetic field treatment, glucose metabolism, cell division, cell survival, NADH/NAD^+^ ratio, ROS

## Abstract

The biological effects of magnetic fields (MFs) have been studied and applied in medicine over the past four decades. However, the influence of high-intensity pulse magnetic fields (HI-PMFs), theorized to exert even stronger biological effects, is rarely reported. Herein, a study was conducted to investigate the biological effects of 2.5 T HI-PMF on the model organism *Escherichia coli* and its corresponding physiological alterations. After being treated by HI-PMF, a notable increase was observed in its intracellular NADH/NAD^+^ ratio, coupled with an improved cell survival rate. Transcriptome analysis revealed significant upregulation of genes related to glucose metabolism. Subsequent experiments confirmed that if the initial intracellular glucose level was relatively high and markedly decreased after being treated with HI-PMF, the cell density would significantly rise, owing to the alleviated inhibition of cell division. On the contrary, a lower initial intracellular glucose level led to cell death under HI-PMF. Furthermore, reactive oxygen species (ROS) production was proved to be the main cause attributed to the above phenomena. Therefore, our study suggests that HI-PMF treatment promotes ROS production, enhances cellular glucose metabolism, and consequently influences cell division and survival rate according to the initial level of intracellular glucose.

## 1. Introduction

Magnetic fields (MFs), such as the geomagnetic field (GMF) and electromagnetic field (EMF), are a persistent external stimulus for organisms, may have played a role in the emergence of life [1], and has been used for localization by some organisms [2,3]. At the present time, the emergence of various artificial MFs has led to interest in their safety [4,5], effects on cells [6,7], and application in medicine and biology [8,9,10]. Promising applications of MFs have been proposed in disease treatment [11,12], microbial fermentation [13,14], pollutant treatment [15,16], and so on. However, the influence of MFs on cells depends on their intensity and frequency [17,18,19]. The variability of these two factors makes it unclear how some types of MFs affect cells.

In addition, most of the existing studies are based on weak-intensity MFs (WI-MFs), whose magnetic flux densities are less than 1 Tesla (T). WI-MFs with different intensities and frequencies have been found to affect many phenotypes of cells, such as morphology [20,21], metabolism [22,23,24], signal transduction [25,26], and growth [19,27,28]. High-intensity MFs (HI-MFs), with a peak magnetic flux density greater than 1 T, are less researched. Related research mainly focuses on high-intensity static MFs (HI-SMFs), whose intensities are between 1T and 10T and do not change, due to their application in magnetic resonance imaging (MRI). These studies show that HI-SMFs affect *zebrafish larva* movements [29], improve mental health in mice [30,31], extend the lifespans of mice [32], and have anti-tumor potential [33,34]. At the cellular level, HI-SMFs affect cellular ATP levels [35], the orientation of mitotic spindles [36] and gene expression [37].

High-intensity pulse MFs (HI-PMFs) are another type of HI-MF that generate MFs intermittently. The rapid intensity changes in HI-PMFs may cause their effects on cells to be different than those of HI-SMFs. A study indicated that HI-PMF treatment at 8 T and 60 pulses destroyed cell membranes, caused cell content leakage, and induced cell death in *Escherichia coli* [38]. Similar cell death caused by HI-PMF treatment was reported in *Listeria monocytogenes* [39]. However, other studies show opposing results. An earlier study showed that HI-PMF treatment at 18 T and 50 pulses did not affect the survival of *E. coli*, even when combined with other stimuli [40]. Another study suggested that HI-PMF treatment at 6.7 T and 350 pulses caused no release of damage-associated molecular patterns in three animal cells [41]. The differences between different studies are obvious, and existing studies are too few to explain them. Furthermore, some studies only focused on cell survival rate and lack descriptions of cell physiology, making it difficult to summarize the mechanisms of the cellular effects of HI-PMFs. Therefore, it is imperative to conduct more systematic research of this aspect.

Some hypotheses have been proposed to explain the biological effects of MFs, such as different experiences of force of different cellular components in MFs due to their magnetic anisotropy [42], effects on cell membrane potential due to electromagnetic induction [43,44], and the radical pair mechanism (RPM) model [45]. Among them, RPM is the most widely accepted one, which indicates that MFs affect the stability of intracellular radical pairs [3,46,47]. In this way, MFs can alter the redox state of cells and lead to various effects [19,23,48,49]. However, it is unclear whether RPM contributes to the cellular effects of HI-PMFs.

To explore the cellular effects of HI-PMFs, this study aims to explore the redox changes in *E. coli* cells following treatment with a moderate intensity of 2.5 T HI-PMF. Unexpectedly, increases in the NADH/NAD^+^ ratio and cell count were observed, as well as a reduction in cell length after being treated by HI-PMF, which were not discovered by existing studies. Then the underlying mechanisms of these phenomena were explored. Transcriptome sequencing analysis was employed to identify the genes affected by HI-PMF, revealing the significant variations in many genes related to glucose metabolism. Because glucose metabolism influenced cell count by energy generation and division inhibition of *E. coli* cells [50], it was supposed that glucose storage played a key role in the physiological changes in *E. coli* cells after being treated by HI-PMF. This was demonstrated by subsequent experiments, which showed that different glucose supplies led to different experimental results. Finally, it was discovered that an increased metabolism was induced by the reactive oxygen species (ROS) generated by RPM, and appropriate ROS stimulation by H_2_O_2_ also could promote cell division in *E. coli*. Our study suggests that HI-PMF treatment enhances cellular glucose metabolism by promoting ROS production, and further, affects cell survival according to the initial level of intracellular glucose.

## 2. Materials and Methods

### 2.1. Strains and Sample Preparation

All strains used in this study were derived from *E. coli* BL21(DE3). Standard techniques were employed for cloning, electroporation, and other genetic manipulations. Crisp/Cas9 technology was used to insert the SoNar gene into the genome and knock out genes [51]. The Pet-28a plasmid was used to overexpress genes. The *E. coli* strains used are described in the Supporting Information (Table S1).

*E. coli* was cultured in Luria–Bertani (LB, 1% tryptone, 0.5% yeast extract, 1% NaCl) at 37 °C for 2.5 h and adjusted to 20 °C after adding IPTG (final concentration of 10 mmol/L) for 16 h. Then the culture was centrifuged, resuspended in an equal volume of sterile phosphate-buffer solution (PBS, pH 7.2), and placed on ice until HI-PMF treatment. The control group was kept in the same environment without HI-PMF treatment. Then the sample was placed on ice again until various tests were conducted. Three biological replicates were performed for each treatment condition.

### 2.2. HI-PMF Treatment

Pulsed magnetic field equipment was made by the school of electrical and electronic engineering, Huazhong University of Science and Technology. Fully charged capacitors discharged a current to the treatment chamber, which included a coil used to generate a MF. The maximum MF intensity generated by the coil was 3.5 T. The stimulus waveform was monophasic, with a pulse width of 6 ms and 30 s interval (Figure S1). It was paused for 5 min every 3 pulses to maintain the temperature at 20 degrees Celsius. The treatment chamber was cylindrical with 30 cm in height and 60 cm in diameter. Samples were placed inside the coil, which was 15 cm in height and 20 cm in diameter. The intensity of the PMF in the treatment chamber was spatially uniform and adjusted by the input voltage. First, 10 pulses of HI-PMF treatment with intensities of 0.5 T, 1.5 T, 2.5 T, and 3.5 T were processed. Then 2.5 T HI-PMF with pulse numbers from 5 to 30 were tested. Finally, 2.5 T and 15 pulses were chosen as the main HI-PMF parameters and used in subsequent experiments.

### 2.3. Starvation Stimulation and Glucose Stimulation

*E. coli* was cultured according to the above method. The starvation group (S group) and the glucose group (S + G group) were sampled two hours in advance and resuspended in PBS before HI-PMF treatment. The S group received no additional glucose in PBS, while the S + G group was supplied with 0.04% glucose. The residual culture continued to incubate in the LB broth until treatment. Then it was divided into two groups and resuspended in PBS. One of them was set as the control group (C group) and received no additional glucose, and the other (C + G group) received 0.04% glucose. The four groups were treated by HI-PMF as mentioned above. Three biological replicates were performed for each group.

### 2.4. H_2_O_2_ Stimulation

H_2_O_2_ with 30% mass concentration was sterilized through filtration and then diluted into 10 mol/L (M), 7.5 M, 5 M, 2.5 M, 2 M, 1 M as mother liquors. *E. coli* was cultured and resuspended in PBS according to the above methods. Then the *E. coli* in PBS was placed on ice for 30 min, similarly to processes in HI-PMF treatment. The resuspension was divided into 1 ml portions, and 10 μL of the H_2_O_2_ mother liquors with different concentrations were added. Then various tests were conducted. Three biological replicates were performed for each treatment condition.

### 2.5. Detection of Growth

The cells after being treated by HI-PMF were resuspended aseptically in an equal volume of LB. A total of 200 μL of the bacterial solution was added to a 96-well plate and cultivated in a 37 °C incubator. The OD_600_ was measured every hour by FlexStation3 (Molecular Devices, San Jose, CA, USA). Three biological replicates and three technical replicates were performed.

### 2.6. Cell Counting

Samples were serially diluted in PBS, and 100 μL of the dilution was planted on LB agar. The plates were incubated at 37 °C for 24 h. After incubation, the colonies were counted and the survival rate was expressed as N/N_0_, where N_0_ is the number of microorganisms in the control sample, and N is the number of microorganisms in PMF-treated sample. Three biological replicates were performed.

### 2.7. Image Collection and Cell Length Measurement

Fluorescent images were taken using the OLYMPUS FV3000 fluorescence stereomicroscope (Evident Scientific, Waltham, MA, USA). The wavelengths of excitation were 405 nm and 485 nm. Both emission lights were detected from 500 nm to 600 nm. The two excitation lights were quickly scanned in sequence to avoid mutual influence. The acquisition settings were the same for all images. Imagej (version 1.54d) was used to orient, scale, and merge images. The length of cells was calculated using the image software according to the fluorescent pictures. Data were neither added nor subtracted; original images are available upon request.

### 2.8. Fluorescence Intensity Detection

Some of the fluorescence intensities were measured according to the fluorescent images by Imagej, and the other fluorescence intensities were detected by FlexStation3 (Molecular Devices, USA). Which one was used for each of the different samples is described in the text. A total of 200 μL of the bacterial suspended in PBS was detected in a 96-well black plate. The wavelengths of excitation were 405 nm and 485 nm. Both emission lights were detected at 520 nm. During continuous testing, the 96-well plate was placed in FlexStation3 and tested every minute. Three biological replicates and three technical replicates were performed for each treatment condition.

### 2.9. RNA Extraction and Sequencing

*E. coli* with and without PMF treatment was collected for RNA extraction. RNA quality and concentration were determined spectrophotometrically by using the NanoDrop 2000 spectrophotometer (Thermo Scientific, Waltham, MA, USA). RNA integrity was evaluated using the Agilent 2100 Bioanalyzer (Agilent Technologies, Santa Clara, CA, USA) and examined after gel electrophoresis. Qualified samples were subjected to subsequent analysis. Libraries were constructed using TruSeq Stranded Total RNA with Ribo-Zero Gold (Illumina, San Diego, CA, USA) according to the manufacturer’s instructions. Then, these libraries were sequenced on the Illumina sequencing platform HiSeqTM 2500 (Illumina, USA). Two biological replicates were performed.

### 2.10. Transcriptome Sequencing, Analysis and qRT-PCR

Fastp software (version v0.23.3) was used to filter raw reads by quality, and STAR (version 2.7.10b) was used to align clean reads to the reference genome of *E. coli* BL21 (DE3). The expression abundance of each gene in each sample was identified by sequence similarity comparison. Stringtie was used to obtain the number of reads aligned to the gene in each sample and calculate gene count. The gene counts of each sample were normalized by DESeq2 software (version v2), and the *p*-value and fold change (FC) of difference comparison were calculated. The differentially expressed genes (DGEs) were screened based on false discovery rate (FDR) < 0.05 and FC > 2. Gene Ontology (GO)- and Kyoto Encyclopedia of Genes and Genomes (KEGG)-enriched analyses of the different genes were performed by clusterProfiler.

QRT-PCR analysis was performed by standard techniques. The primer sequences used are shown in Supplementary Table S2. *gyrA* and 16s rRNA genes were used as housekeeping genes.

### 2.11. Glycogen and Glucose Concentration Measurement

The intracellular glycogen and glucose concentration was measured using a Glycogen Content Assay Kit (Solarbio, Beijing, China) and Glucose Content Assay Kit (Solarbio, China). All operations were performed according to the instructions. Absorbance was measured using FlexStation3 (Molecular Devices, USA). Three biological replicates were performed for each treatment condition.

### 2.12. Statistical Analysis

All analyses were performed in triplicate. The experimental results were expressed as mean ± standard deviation. One-way analysis of variance (ANOVA) was performed to compare the significance level at (*p* < 0.05) using SPSS 13.0. All graphs and calculations were performed using Origin 2023b (Origin Lab Corporation, Northampton, MA, USA).

## 3. Results

### 3.1. HI-PMF Affects the Ratio of NADH and NAD^+^ in E. coli

As mentioned earlier, some studies reported damaging effects of HI-PMF on cells [38,39], while others insisted on there being no significant effects [40,41,52]. Thus, the growth rate and morphological variation in *E. coli* after being treated by HI-PMF at 2.5 T with 15 pulses were examined. The samples were resuspended in PBS and treated with HI-PMF. Then the tests were conducted immediately (Figure 1A). The results showed that the growth rate of *E. coli* did not vary significantly when compared to the control group (Figure S2A). The cell morphology also showed no significant changes measured by SEM (Figure S2C). Additionally, the electrical conductivity of the bacterial suspension remained the same before and after the treatment (Figure S2B), indicating that no cells were broken. The above results all demonstrate that the treatment by HI-PMF at 2.5 T with 15 pulses may not have had a significant impact on the cell morphology.

Therefore, we further tested the cellular NADH/NAD^+^ ratio, a representative of cellular redox state that often changes in *E. coli* when subjected to external stimuli, via a method based on the SoNar fluorescent protein [53]. It is reported that the emission intensity of SoNar varies with NADH or NAD^+^ concentration in host cells; when these are excited at 405 nm or 485 nm, respectively, the intensity ratio of these two emissions represents the NADH/NAD^+^ ratio within the host cell [53]. After being treated by HI-PMF at 2.5 T for 15 pulses, the NADH/NAD^+^ ratio in *E. coli* cells was observed to be significantly increased (Figure 1B,C), suggesting an enhancement in carbon metabolism. Then, *E. coli* cells were also treated under magnetic fields ranging from 0 to 3.5 T with 10 pulses to explore the relationship between the NADH/NAD^+^ ratio and HI-PMF intensity. It was found that the NADH/NAD^+^ ratio increased with the increment of intensity of HI-PMF in the treatment (Figure 1D), meaning that a higher intensity of HI-PMF probably promoted a more effective carbon metabolism. Consequently, the number of pulses was then varied from 0 to 30, keeping the intensity constant at 2.5 T. As the number of pulses increased, the NADH/NAD^+^ ratio of the *E. coli* cells initially increased and peaked at 15 pulses, then decreased (Figure 1E), which might be due to the depletion of carbon sources in the cells. That is to say, HI-PMF treatment at 2.5 T could significantly change the carbon metabolism of *E. coli* cells.

### 3.2. HI-PMF Increases the Survival Rate of E. coli Cells by Promoting Their Division

To further assess the physiological effects of HI-PMF, the plate counting method was employed to calculate the cell number (Figure S2D) and the survival rate (Figure 1F) of *E. coli* cells post-treatment. The survival rate exhibited a slight increase after treatment at 2.5 T with different pulses (Figure 1F). The most significant increase was observed at 5 pulses, showing an about 60% higher survival rate compared to the control. As the number of pulses increased, the increase in survival rate diminished and eventually stabilized at about 20%. The enhanced viability implies that 2.5 T HI-PMF treatment stimulates *E. coli* division.

This phenomenon was further confirmed by measuring cell length. After being treated by HI-PMF at 2.5 T and 15 pulses, the obtained cells were shorter and denser than those in the control group (Figure 1G,H), indicating that cell division was promoted. This result differs from those of the existing studies on HI-PMF [38,40], but is consistent with the studies demonstrating the growth-promoting effects of WI-MF [54,55]. The reasons for these differences are worth exploring.

### 3.3. Differentially Expressed Genes in E. coli After Being Treated by HI-PMF and Their Expression Profiles

To delve into the mechanisms behind the alterations in the NADH/NAD^+^ ratio and cell division rates, a transcriptome analysis of *E. coli* was conducted with and without HI-PMF treatment. 

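RNA-seq was carried out on 4 samples of E. coli BL21(DE3), a laboratory strain that carries the DE3 prophage for expression from the T7 promoter. The sample labels name this strain and do not say whether it carried the SoNar probe. According to the labels, the cultures were pooled and split into tubes before treatment, while the paper speaks of biological replicates. The control group held replicates 13 and 6, and the HI-PMF group held replicates 1 and 15, which were treated at 2.5 T with 15 pulses. Before treatment the cells had grown for 2.5 h at 37 °C and 16 h at 20 °C after IPTG was added. The paper gives 10 mM IPTG and the sample labels give 1 mM. The library kit is also named differently, TruSeq Stranded Total RNA in the paper and NEBNext Ultra II in the labels. The authors filtered the reads with fastp, aligned them to the BL21(DE3) genome with STAR, counted reads per gene with StringTie and normalized the counts with DESeq2. The deposited values are named FPKM, yet each library is made of whole multiples of 1 step and the mean over the 4 libraries equals the DESeq2 base mean, so they are read counts divided by 1 size factor per library. They were not divided by gene length and are called normalized counts here. Dividing each library by its step gave whole numbers for 100% of the values. In the control libraries few genes are low enough to check the step independently. The whole numbers correspond to 30399308 reads on genes in control replicate 13, 17959905 in control replicate 6, 26669557 in HI-PMF replicate 1 and 17394647 in HI-PMF replicate 15. One gene was listed in a pair of identical rows and was used once. Differences were tested with limma on log2(normalized count + 1), with a mean-variance trend and Benjamini-Hochberg adjustment, over the 4367 genes with a mean of at least 1. Across genes, Pearson's r of the log2 values was 0.983 between the control libraries and 0.982 between the HI-PMF libraries, and lay between 0.905 and 0.936 for the pairs across the groups. Genes are not independent replicates. With 2 libraries per group the spread of each gene was estimated with the help of all genes. Leaving out 1 library leaves a group without replicates, so only effect sizes are given for such fits.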

Based on thresholds for FDR < 0.05 and log_2_ |fold change (FC)| ≥ 1, the transcriptome analysis revealed 1128 differentially expressed genes (DEGs) post-treatment (Figure 2A,D), with 920 DEGs downregulated and 208 DEGs upregulated.

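At an adjusted p under 0.05 (limma) and an absolute log2 fold change of at least 1, 1299 of the 4367 genes differed between the HI-PMF and control libraries. Of these, 1088 were lower and 211 were higher after HI-PMF. The authors' deposited table, made with DESeq2, holds 1285 genes at the same thresholds, 1067 lower and 218 higher, and 1266 of them were among the 1299. The split between the directions moved most with the scaling of the libraries. Scaled to the total over genes, 4 genes were higher and 1747 lower, and with each library centred on its median log2 value, 854 were higher and 820 lower. The log2 fold change rose with the expression level, with a Spearman's rho of 0.671 across genes. In the lowest decile of the genes by level, 199 passed the thresholds as lower and 2 as higher, against 3 and 143 in the highest decile. Leaving out HI-PMF replicate 15 gave 475 genes at least 2-fold higher in the group means, and leaving out HI-PMF replicate 1 gave 145, against 228 with all 4 libraries.

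**Figure D1:**
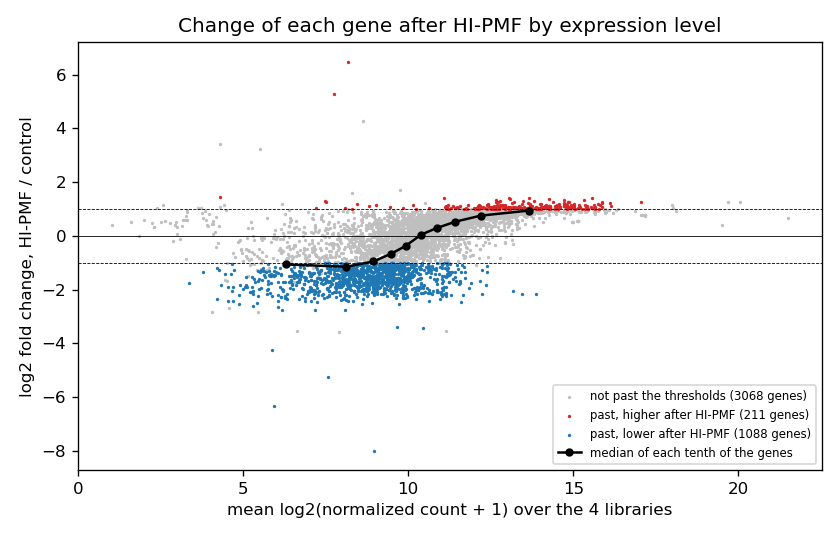
Each point is 1 of the 4367 genes, with the mean log2(normalized count + 1) over the 4 libraries on the x axis and the log2 fold change of HI-PMF over control on the y axis. The black points are the medians of each decile of the genes by level. They are -1.06 in the lowest decile and -1.15 in the next, and rise from there to 0.94 in the highest. The dashed lines mark a log2 fold change of 1 and -1.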

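Gene families were chosen from Figures 2B and 2C, which were made from these libraries, and defined by gene symbol. Each was compared with the other genes by limma's camera test with a preset correlation of 0.01 between genes, adjusted over 12 lists. Genes for oxidative phosphorylation stood higher: 35 of 36 genes were higher after HI-PMF, with a median log2 fold change of 0.99 (camera, adjusted p = 6.80e-09). All 54 ribosomal protein genes were higher, with a median of 1.00 (camera, adjusted p = 2.85e-10). Of the flagellar genes, 18 of 21 were higher, with a median of 0.80 (camera, adjusted p = 0.00201). Over all genes tested, 32 of the oxidative phosphorylation genes, 53 of the ribosomal protein genes and 14 of the flagellar genes had an adjusted p under 0.05 and were higher, and 32, 54 and 15 did so adjusted over the list alone, while 3 flagellar genes were lower at an adjusted p under 0.05 over all genes tested. Under scaling to the total over genes, 2 oxidative phosphorylation genes were higher at an adjusted p under 0.05 (limma), 0 ribosomal protein genes passed (at an unadjusted p under 0.05, 0 were higher), and 3 flagellar genes were higher and 4 lower, although each list stood above the other genes (camera, adjusted p = 9.06e-13, 1.24e-18 and 2.84e-04). Of the 12 lists, 10 passed an adjusted p of 0.05 by camera, 8 by fry, and 0 by camera with the correlation between genes estimated from these libraries (0 at an unadjusted p under 0.05). With 2 libraries per group this last test has little power, so no conclusion is drawn from it. Without the trend of the fold change with expression level, which was removed by a loess fit, the median of the ribosomal protein genes was 0.044 and the list did not pass (camera, adjusted p = 0.437), while that of the oxidative phosphorylation genes was 0.21 (adjusted p = 0.0211 by camera and 0.431 by fry). In that setting 4 lists passed by camera and 0 by fry (0 at an unadjusted p under 0.05). Of the genes of the phosphotransferase system, 18 of 52 were higher and 34 lower, and 16 and 27 of these had an adjusted p under 0.05 (limma, over all genes tested).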

KEGG analysis of upregulated genes showed the enriched genes were mainly related to oxidative phosphorylation, carbon metabolism, glycolysis, the citrate cycle, and the phosphotransferase system (Figure 2B). In particular, many genes involved in glycolysis were upregulated (Figure 2E,G), which was consistent with the observed increase in the NADH/NAD^+^ ratio. 

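Of the 44 genes drawn in Figure 2G, 39 were higher and 5 lower after HI-PMF, with a median log2 fold change of 0.92 (camera, adjusted p = 3.72e-06). An adjusted p under 0.05 (limma) was reached by 40 of them over all genes tested and by 40 adjusted over the list alone, and 18 also changed at least 2-fold. The scaling moved these numbers. With each library centred on its median, 36 genes were past both thresholds. When values were scaled to the total over genes, 1 gene was higher and 6 lower at an adjusted p under 0.05 (limma). Under that scaling 33 of the 44 genes were higher and 11 lower at any p. Their median was 0.24 against -0.65 for all genes (camera, adjusted p = 8.30e-09, not passed by fry). Of the 44 genes, 17 are also in Figure 2E, which shows genes chosen in these libraries. The normalized count of eno was 40637 ± 6082 (SD, n = 2) after HI-PMF and 18324 ± 169 (SD, n = 2) in the control (log2 fold change 1.14, standard error 0.19, adjusted p = 0.00330, limma), and that of pck was 45076 ± 943 (SD, n = 2) after HI-PMF and 19285 ± 4471 (SD, n = 2) in the control (log2 fold change 1.24, standard error 0.22, adjusted p = 0.00369, limma). The genes aceE, pykA and acnB had log2 fold changes of 1.18, 1.07 and 1.22. For gapA the log2 fold change was 1.05 with an adjusted p of 0.180 (limma). Lower genes were eutG, yggF and mhpF, with log2 fold changes of -2.18, -1.70 and -1.33. The gene sucC had 6774 and 9560.0 normalized counts in control replicates 13 and 6 and 27.4 and 34.3 in HI-PMF replicates 1 and 15, while its neighbour sucD had a log2 fold change of 1.24. For sucC, a loss of reads in the counting cannot be told apart from a change with HI-PMF. Removal of the trend with expression level left the list a median of 0.078 (camera, adjusted p = 0.575) and gapA a log2 fold change of -0.067.

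**Figure D2:**
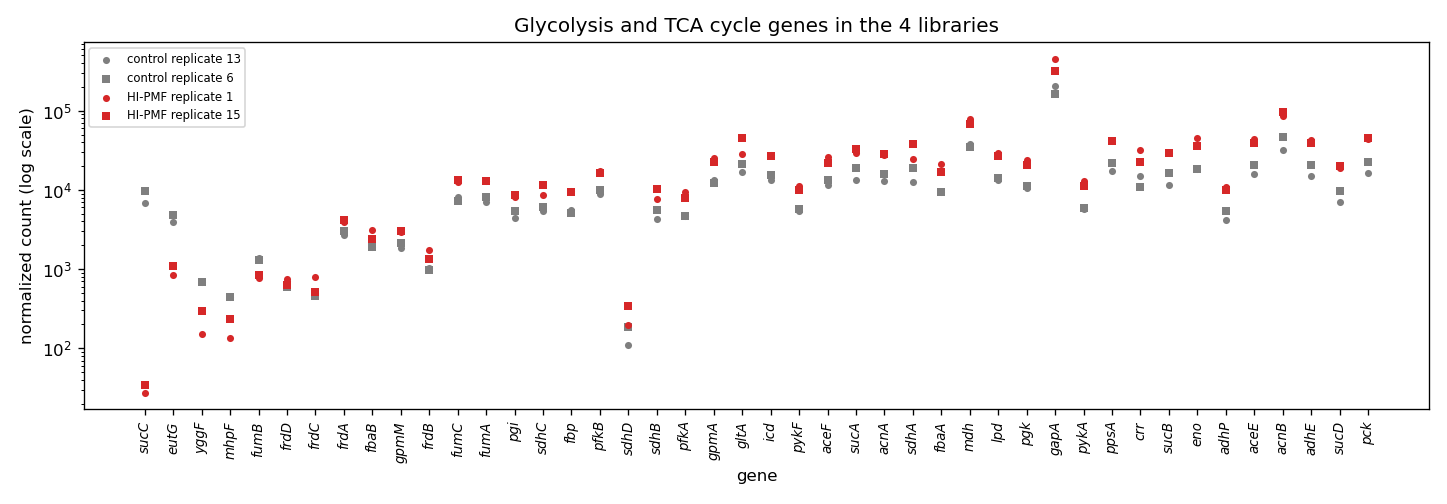
Normalized counts on a log scale for the 44 genes drawn in Figure 2G, ordered by log2 fold change, with gray points for the control libraries and red points for the HI-PMF libraries. The HI-PMF libraries lie above the control libraries for most genes, and sucC stands at 27.4 and 34.3 in the HI-PMF libraries.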

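Glycogen phosphorylase glgP had a normalized count of 16944 ± 1604 (SD, n = 2) after HI-PMF and 8061 ± 554 (SD, n = 2) in the control (log2 fold change 1.07, standard error 0.15, adjusted p = 0.00272, limma), and the debranching enzyme glgX had a log2 fold change of 0.79 (adjusted p = 0.00314, limma). Over the 7 genes glgX, glgP, malP, malQ, malZ, pgm and pgi, 6 were higher, with a median log2 fold change of 0.76 (camera, adjusted p = 0.0219), and malZ fell by 0.36 on the log2 scale (adjusted p = 0.0665, limma). An adjusted p under 0.05 was reached by 6 of the 7 over all genes tested and by 7 adjusted over the list alone. Scaled to the total over genes, 4 were higher and 3 lower, 0 and 1 of these at an adjusted p under 0.05 (limma; 0 and 1 unadjusted), and the list did not pass (camera, adjusted p = 0.0562). Once the trend with expression level was removed, the median was -0.025. Among the glycogen synthesis genes, glgB and glgC had log2 fold changes of 1.03 and 1.14, and the 3 genes together did not pass (camera, adjusted p = 0.198). The value of glgA was decided by 1 library, with 12306 normalized counts in HI-PMF replicate 1 and 34.3 in HI-PMF replicate 15. Without HI-PMF replicate 15 its log2 fold change was 0.68, and without HI-PMF replicate 1 it was -7.76.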

The genes responsible for glycogen degradation were also upregulated (Figure S3C). These upregulated genes mean that *E. coli* increases carbon metabolism and energy production after being treated by HI-PMF. 

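All 11 chemotaxis genes found by symbol were lower after HI-PMF (10 with each library centred on its median), with a median log2 fold change of -1.34 (camera, adjusted p = 9.41e-04), and 10 of them had an adjusted p under 0.05 (limma) over all genes tested and 10 adjusted over the list alone. With the trend of the fold change with expression level removed, this median was -0.72 (adjusted p = 0.0107 by camera, not passed by fry). The genes of the phosphotransferase system, which carry sugars such as fructose and mannose into the cell, ranged from -2.36 to 1.43 with a median of -0.80 (camera, adjusted p = 0.111). Among the genes of Figure 2E that were lower, bglB, chbF and ascB had log2 fold changes of -1.97, -1.15 and -1.09.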

KEGG analysis of downregulated genes also showed that the enriched genes were mainly related to carbon metabolism processes, such as fructose and mannose metabolism, which was attributed to the regulation network of cellular carbon metabolism (Figure 2C). Among them, four glycolysis-related genes (*pgk*, *eno*, *acnB* and *mdh*) and three glycogen metabolism-related genes (*pgm*, *pgi* and *galU*) were selected and qRT-PCR was conducted to verify their expression. These genes displayed similar upregulation in qRT-PCR (Figure 2H) and transcriptome analysis (Figure 2I). Thus, transcriptome analysis proves that *E. coli* shows increases in carbon metabolism and energy production after being treated by HI-PMF.

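In the RNA-seq libraries, pgk had a normalized count of 22231 ± 2071 (SD, n = 2) after HI-PMF and 10842 ± 467 (SD, n = 2) in the control (log2 fold change 1.03, standard error 0.15, adjusted p = 0.00288, limma). The log2 fold change of mdh was 1.01 (adjusted p = 0.00915, limma), and -0.050 with the trend with expression level removed, where pgm was at -0.025. For the glycogen metabolism genes, pgm had a log2 fold change of 0.76, pgi of 0.79 and galU of 0.66, with adjusted p of 0.00384, 0.00411 and 0.0147 (limma). These 3 lay below the 2-fold threshold. Scaled to the total over genes, an alternative chosen after the data were seen, galU had a log2 fold change of -0.017, where the median of all genes moved by -0.67. From the upregulated genes of glycolysis and glycogen degradation, the paper concludes that HI-PMF raised the carbon metabolism and energy production of the cells. The paper also reports qRT-PCR of such genes, a higher NADH/NAD+ ratio and less glycogen after HI-PMF.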

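The 14 fts and min genes of Figure S3A were all higher after HI-PMF, between 0.35 and 0.96 on the log2 scale, and none reached 2-fold, but scaled to the total over genes 4 were higher and 10 lower. An adjusted p under 0.05 (limma) was reached by 10 of them over all genes tested and by 13 adjusted over the list alone, which is not independent evidence, since the figure may have been chosen from these libraries; under that scaling 0 did over all genes tested (0 at an unadjusted p under 0.05). In a wider list, 37 of 46 cell division genes were higher and 9 lower, with a median log2 fold change of 0.43 (camera, adjusted p = 9.24e-04), which turned to -0.24 with values scaled to the total over genes, where the median of all genes was -0.65 and both division lists still stood above the other genes (camera, adjusted p = 0.00326 for the wider list and 0.00730 for that of Figure S3A). Of the 46 genes as deposited, 27 were higher and 7 lower at an adjusted p under 0.05 over all genes tested, and 31 and 8 adjusted over the list alone. The wider list holds all 14 genes of Figure S3A and 6 of Figure 2F. Of its other 26 genes, 19 were higher and 7 lower, with a median log2 fold change of 0.37, against 10 higher, 16 lower and a median of -0.30 when scaled to the total. Removing the trend of the fold change with expression level brought the median of the wider list to 0.066 (camera, adjusted p = 0.655) and clpX to -0.041. In that setting minE was at 1.32 and ftsB at 0.96. Of the 46 genes, 27 were then higher and 19 lower, 6 and 6 of these at an adjusted p under 0.05 (limma, over all genes tested). Of the genes in Figure 2F, clpX, tolB, pal and nlpI had log2 fold changes of 1.01, 1.04, 1.08 and 1.18, and ymgF, kilR and pbpC of -2.04, -2.24 and -1.43. The value of ymgF was -1.18 without HI-PMF replicate 1 and -2.91 without HI-PMF replicate 15. The normalized count of kilR was 56.4 ± 38.1 (SD, n = 2) after HI-PMF and 240.2 ± 37.4 (SD, n = 2) in the control.

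**Figure D3:**
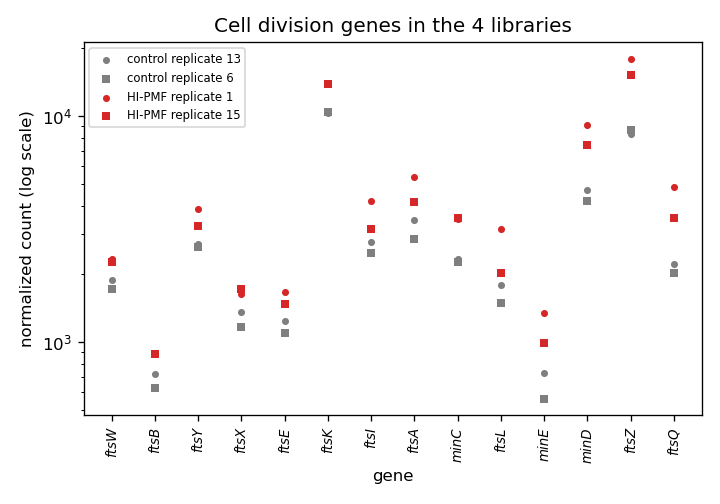
Normalized counts on a log scale for the 14 division genes of Figure S3A, ordered by log2 fold change, with gray points for the control libraries and red points for the HI-PMF libraries. The log2 fold changes run from 0.35 for ftsW to 0.96 for ftsQ; scaled to the total over genes, their median was -0.14.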

Transcriptome analysis also revealed many cell-division-related genes were upregulated, which was probably an underlying reason for the observed increase in cell count, although some of them were below the standard of log2 |FC| ≥ 1 (Figure S3A), causing the DEGs related to sieved cell division to tend to be a little low (Figure 2F). In addition, there may be other possible factors caused by HI-PMF that indirectly led to the increase in cell division. Similarly, three division-related genes (*ftsZ*, *ftsK* and *minD*) were selected for RT-qPCR testing and displayed similar upregulation in RT-qPCR (Figure 2H) and transcriptome analysis (Figure 2I).

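The normalized count of ftsZ was 16443 ± 1884 (SD, n = 2) after HI-PMF and 8450.2 ± 243 (SD, n = 2) in the control (log2 fold change 0.96, standard error 0.15, adjusted p = 0.00295, limma). The log2 fold change was 0.88 for minD (adjusted p = 0.00353, limma) and 0.43 for ftsK (adjusted p = 0.0260, limma). Scaled to the total over genes, ftsK was at -0.25, while ftsZ and minD were still higher, though not at an adjusted p under 0.05 (limma). With the trend with expression level removed, ftsK was at -0.46, ftsZ at 0.069 and minD at 0.14.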

MF is widely believed to induce cellular ROS through RPM [45,48]. But the DEGs related to ROS response were a little obscure. So, the expression levels of all redox-based transcriptional regulatory factors in *E. coli* were further examined [56]. 

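Of the 8 regulators drawn in Figure S3B, 7 were higher and 1 lower after HI-PMF (camera on the 8 genes, adjusted p = 0.00825), and 8 had an adjusted p under 0.05 (limma), both over all genes tested and adjusted over the list alone. The largest increase was that of arcA, with a normalized count of 17782 ± 2326 (SD, n = 2) after HI-PMF and 8775 ± 404 (SD, n = 2) in the control (log2 fold change 1.01, standard error 0.15, adjusted p = 0.00290, limma). The log2 fold change was 1.00 for fur, 0.88 for iscR, 0.85 for soxS, 0.83 for dksA, 0.82 for oxyR and 0.66 for arcB. The gene soxR was lower, at 534 ± 29.1 (SD, n = 2) after HI-PMF and 819 ± 74.7 (SD, n = 2) in the control (log2 fold change -0.62, standard error 0.19, adjusted p = 0.0276, limma). Without the trend with expression level, the median of the 8 genes was 0.10 (camera, adjusted p = 0.575), with 5 genes higher and 3 lower. The gene soxR was then at 0.084, and arcB, dksA and oxyR were at -0.11, -0.14 and -0.074. The genes soxS, fur, iscR and arcA were at 0.55, 0.24, 0.18 and 0.12. In that setting 1 of the 8 genes was higher at an adjusted p under 0.05 (limma) over all genes tested, and 0 adjusted over the list alone. When values were scaled to the total over genes, 6 were higher and 2 lower, 0 higher and 1 lower at an adjusted p under 0.05 (limma; 0 and 1 unadjusted), the list stood above the other genes (camera, adjusted p = 0.00331), and arcB was at -0.011.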

Nearly all of them were upregulated after HI-PMF treatment (Figure S3B). This indicates that *E. coli* also underwent a ROS response process during HI-PMF treatment. However, the ROS produced by 2.5 T HI-PMF treatment was moderate and was quickly eliminated by subsequent cell antioxidant processes, which was also confirmed by the increased NADH/NAD^+^ ratio observed later.

In addition, qRT-PCR validation of dozens of randomly selected genes from the transcriptome results all showed (Figure S3C) the same trends as the transcriptome data (Figure S3D).

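In the RNA-seq libraries, cadB had a normalized count of 179.9 ± 57.7 (SD, n = 2) after HI-PMF and 894 ± 41.9 (SD, n = 2) in the control (log2 fold change -2.34, standard error 0.28, adjusted p = 0.00269, limma), and cspA had 17194 ± 4134 (SD, n = 2) after HI-PMF and 7509 ± 784 (SD, n = 2) in the control (log2 fold change 1.18, standard error 0.20, adjusted p = 0.00330, limma). The log2 fold change was -1.74 for mhpE, -1.09 for mhpC, -2.17 for rutD, -2.11 for hyfD, -1.16 for gspK and 1.07 for ybaV, and ydeO was lower with an adjusted p of 0.00346 (limma). Without HI-PMF replicate 1, mhpC was at -0.73. All 10 genes of Figure S3D, eutK included, had an adjusted p under 0.05 (limma). Over the 20 genes of Figures 2I and S3D, 20 had the direction drawn there, and 18 with values scaled to the total over genes. Those panels show RNA-seq values of these same libraries, so this is no test of the qRT-PCR in Figures 2H and S3C.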

Therefore, the transcriptome analyses further revealed the underlying gene regulation responsible for the increased NADH/NAD^+^ ratio and cell division.

### 3.4. HI-PMF Treatment Relieves Nutritional Inhibition on Cell Division of E. coli

From the above results, it can be seen that the mechanism for the increased cell division of *E. coli* during HI-PMF treatment was complex and needs further exploration. As reported, the cell division of *E. coli* is regulated by various mechanisms, the most one being nutritional inhibition [57]. This refers to the inhibition effect of a high intracellular glucose level on the cell division of *E. coli* [50]. After being treated by HI-PMF, increases in the carbon metabolism and its corresponding upregulated genes were tested. Therefore, it was speculated that the increased cell division of *E. coli* after being treated by HI-PMF was the result of enhanced glucose consumption and lowered intracellular glucose levels during the process. Glycogen is the glucose-storage reservoir in *E. coli* [58] and was monitored as a representation of the intracellular glucose level. It was found that the glycogen content in the treated group was much lower than that in the control group (Figure 3E), which supported our hypothesis.

For further validation, the *pgm* and *kilR* genes were selected to be knocked out. The *pgm* gene is crucial for the nutritional inhibition of cell division in *E. coli* [50], and the product of the *kilR* gene can also inhibit cell division [59]. The mutant strains and wild-type (wt) strains were both treated with 2.5 T HI-PMF and then tested. The deficient strain of *kilR* (Δ*kilR*) also showed an increase in the NADH/NAD^+^ ratio after HI-PMF treatment (Figure 3A,D), similar to the wt strain (Figure 3C,D), while Δ*pgm* led to a contrary effect (Figure 3B,D), caused by the lower glucose storage owing to its absence. On the other hand, knockout of both genes resulted in increased cell division, and the knockout strains had smaller sizes than the original strains in the stationary phase (Figure 3G). However, after HI-PMF treatment, the Δ*pgm* strain size did not further shorten, because *pgm* gene deficiency eliminated the nutritional inhibition of cell division, and HI-PMF could not promote cell division any further. However, the Δ*kilR* strain’s size further decreased after HI-PMF, indicating an overlapping effect occurred and that the *kilR* gene and HI-PMF treatment might promote different mechanisms for cell division in *E. coli*. Interestingly, the knockout of both genes could result in the disappearance of the increased survival rate formerly observed after 2.5 T HI-PMF treatment (Figure 3F), and *kilR* deletion even caused a reduction in survival rate. The *kilR* deletion might cause cell death under HI-PMF treatment as it as been reported that the *kilR* gene plays a key role in *E. coli* survival under stress [59].

Three DEGs (*glcE*, *eutK* and *prpR*), which relate to carbon metabolism and secondary carbon source utilization (Table S3), were overexpressed to disturb carbon metabolism. 

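In the RNA-seq libraries, glcE had a normalized count of 1622 ± 295 (SD, n = 2) after HI-PMF and 5568 ± 1129 (SD, n = 2) in the control (log2 fold change -1.78, standard error 0.19, adjusted p = 0.00269, limma). The normalized count of eutK was 568 ± 58.5 (SD, n = 2) after HI-PMF and 1247 ± 129 (SD, n = 2) in the control (log2 fold change -1.13, standard error 0.19, adjusted p = 0.00332, limma). For prpR it was 1341 ± 175 (SD, n = 2) after HI-PMF and 2949 ± 65.0 (SD, n = 2) in the control (log2 fold change -1.14, standard error 0.15, adjusted p = 0.00269, limma). These libraries are from the HI-PMF and control samples, not from strains that overexpress these genes.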

All overexpressions led to a decrease in cell count in the stationary phase (Figure S4). The cellular glycogen levels in these three overexpressed strains were all lower than those in the original strains. The glycogen levels of the *eutK* and *prpR* overexpressed strains were further decreased after being treated by HI-PMF at 2.5 T and 15 pulses, while the glycogen level of the *glcE* overexpressed strain (Figure 3H) was initially the lowest and did not demonstrate further significant change after HI-PMF treatment. After metabolism disturbance, the nutritional inhibition of cell division was relieved and thus the mechanism for HI-PMF treatment on cell division disappeared, thus the survival rates of the *glcE*, *eutK,* and *prpR* overexpressed strains did not increase any further after HI-PMF treatment (Figure 3I).

These results revealed that the mechanism of nutritional inhibition was essential for the cell division promotion induced by HI-PMF treatment, which disappeared with *pgm* deletion or glucose metabolism disruption. However, the *kilR* gene is not directly related to the promotion of cell division but rather plays a key role in *E. coli* survival after being treated by HI-PMF.

### 3.5. Starvation Incubation Decreases the Survival of E. coli Under HI-PMF Treatment

In order to investigate the mechanism of nutritional inhibition, *E. coli* was suspended in PBS that did not contain glucose or other carbon sources during HI-PMF treatment. Therefore, these *E. coli* cells consumed their own glucose storage in this process, leading to the disappearance of division inhibition when glucose decreased to the threshold level. What would happen if glucose was supplied or glucose storage was consumed in advance? Further experiments were performed. In these experiments, part of the *E. coli* culture was resuspended in PBS for 2 h before HI-PMF treatment and was divided into two groups (Figure 4A). The starvation group (S group) did not receive any added glucose, while the other (S + G group) was supplied with 0.04% glucose. The residual culture was incubated in LB broth until treatment. Then, it was also divided into two groups and resuspended in PBS. One of them was set as the control group (C group) and received no additional glucose, and the other (C + G group) received 0.04% added glucose. All the groups were treated by 2.5T HI-PMF at 15 pulses and tested simultaneously (Figure 4A).

Without HI-PMF treatment, the NADH/NAD^+^ ratios (Figure 4F and Figure S4A) and cellular glycogen concentrations (Figure 4H) ranked in the following order: S + G groups > C + G group > C group > H group. The cell sizes (Figure 4G) and cell counts (Figure 4I) exhibited more complex results. S group had the highest cell count and the shortest cell length, suggesting a loss of nutritional inhibition. The cell sizes and cell counts of the S + G group and C group were roughly similar, but both were lower than those of C + G group. We speculate that the sudden rise in glucose levels may have stimulated cell growth and division in the C + G group, whereas some cells may have died during the incubation process in the S + G group.

After HI-PMF treatment at 2.5 T and 15 pulses, the NADH/NAD^+^ ratio of the S group decreased (Figure 4F), while that of the C group increased as before, and the remaining two groups did not change significantly. Consistent with the changes in the NADH/NAD^+^ ratio, the cellular glycogen concentration of the S group was too low to decrease further after HI-PMF, while the C group consumed part of its glycogen (Figure 4H), and the remaining two groups did not vary significantly. Intracellular glucose concentrations of these four groups were also measured to test the absorption of glucose by the *E. coli* cells (Figure S5). The two groups supplied with glucose had more intracellular glucose content than the remaining two groups, and the C + G group absorbed more glucose during HI-PMF treatment, which was consistent with the regulation of the carbohydrate transport system revealed by transcriptome analyses.

The influence on cell size and cell count by nutritional status during HI-PMF treatment was observed. For the S group, the newly divided cells were rather fragile, leading to a reduction in cell count after being treated by HI-PMF (Figure 4I), but the cell lengths did not change (Figure 4G). In contrast, the S + G group showed no change in cell length (Figure 4G) or cell count (Figure 4I) due to the inhibition of division by glucose and stronger stress resistance. The increase in cell count (Figure 4I) and decrease in cell length (Figure 4G) in the C group indicated the relief of division inhibition. Both the cell length (Figure 4G) and cell count (Figure 4I) of the C + G group were slightly decreased, probably due to the death of newly divided cells caused by the treatment of HI-PMF.

In general, *E. coli* cells increased their glucose metabolism to resist the stress from the HI-PMF treatment, and their survival rate under HI-PMF treatment depended on their nutritional status in situ, i.e., the initial level of intracellular glucose before the treatment or extracellular glucose availability during the treatment.

### 3.6. ROS Participates in the Response of E. coli Cells to HI-PMF Treatment

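A list of target genes of the regulators OxyR and SoxRS, which activate genes for the removal of peroxide and superoxide, was tested as a set. Of its 36 genes found by symbol, 31 were higher and 5 lower after HI-PMF, with a median log2 fold change of 0.76 (camera, adjusted p = 2.76e-06). An adjusted p under 0.05 (limma) was reached by 24 genes, each of them higher, over all genes tested, and by 24 adjusted over the list alone, while 2 also changed at least 2-fold. Scaled to the total over genes, 23 genes were higher and 13 lower, and the 6 that had an adjusted p under 0.05 (limma) were lower, while the median of the list was 0.091 against -0.65 for all genes (camera, adjusted p = 4.89e-06). With the trend of the fold change with expression level removed, the median was 0.15 (adjusted p = 0.0466 by camera, not passed by fry).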

As previously shown by the transcriptome analysis, the genes related to ROS elimination were upregulated (Figure S3B). Meanwhile, as reported in the literature, ROS stimulation can also regulate cellular metabolism [60]. Therefore, it is supposed that the increased glucose consumption may be related to ROS production caused by the HI-PMF treatment. To further validate this supposition, the *soxR* gene, which controls the transcription of the regulon involved in cell defense against ROS, was knocked out or overexpressed. The result showed that the Δ*soxR* strain was more sensitive to HI-PMF treatment (Figure 5A), while the overexpressed strain did not respond significantly. On the other hand, Tert-butylalcohol (TBA), a free radical scavenger, was added to the treated buffer in the wt group at a concentration of 10mM. It can assist cells to resist ROS [61] and does not affect cell metabolism [62,63]. This group also did not exhibit a significant response to HI-PMF treatment (Figure 5A). Furthermore, the tested H_2_O_2_ concentration of the Δ*soxR* strain was increased with HI-PMF treatment due to its deficiency in ROS resistance, while all other groups did not demonstrate any change in the H_2_O_2_ concentration (Figure 5B).

In addition, the NADH/NAD^+^ ratio and glycogen concentration of these groups also verified the supposition. The NADH/NAD^+^ ratio of the Δ*soxR* strain decreased significantly (Figure 5E) and that of the wt strain increased markedly after HI-PMF treatment (Figure 5C). However, the glycogen concentrations of the Δ*soxR* strain and wt strain both decreased significantly during this process (Figure 5H). And the remaining two groups remained unchanged in either aspect (Figure 5D,F,H), owing to their pre-existing ability to resist ROS before HI-PMF treatment. These results indicate that ROS participates in the response of *E. coli* cells to HI-PMF treatment, and the *soxR* gene is directly involved in this process.

### 3.7. Appropriate ROS Stimulation Can Promote E. coli Cell Division

So far, the relationship between ROS stimulation and the intracellular NADH/NAD^+^ ratio and cell division is not well understood. To address this issue, *E. coli* was treated with various concentrations of H_2_O_2_. Using a microplate reader, the NADH/NAD^+^ ratios of all groups were continuously monitored by the fluorescence ratio of SoNar under H_2_O_2_ treatment (Figure 6A). It should be pointed out that all groups exhibited similar NADH/NAD^+^ ratios before H_2_O_2_ treatment. After the addition of H_2_O_2_, the NADH/NAD^+^ ratio in all groups immediately declined, regardless of any concentrations of H_2_O_2_ (Figure 6A). In the control group, sterile water was added instead, and the NADH/NAD^+^ ratio stabilized around 0.96 after an initial slight reduction. In contrast, the treated groups displayed several distinct peaks in the NADH/NAD^+^ ratio over time after the initial drop (Figure 6A). For instance, in the group treated with 25 mM H_2_O_2_, the ratio first declined to 0.85, then recovered to a peak of 0.97 at 27 min, then dropped again to 0.88 at 30 min, gradually rebounded to another peak of 1.01 at 60 min, and then declined to 0.94, after which it basically stabilized (Figure 6A). As the concentration of H_2_O_2_ increased, the amplitudes of these peaks decreased, and the times that their first peaks occurred were delayed. However, the next peak consistently appeared at approximately 55 min (Figure 6A). These results indicate that exposure to an appropriate concentration of H_2_O_2_ can induce a temporary increase in the NADH/NAD^+^ ratio in *E. coli* cells within a defined timeframe. The samples treated for 60 min were also observed by microscope (Figure 6C), and the results were consistent with those measured by microplate reader.

Furthermore, cell counts were also analyzed following H_2_O_2_ treatment. The group treated with 25 mM H_2_O_2_ showed an initial decline at 20 min, followed by an increase at 40 min, a pattern roughly consistent with the response observed after HI-PMF treatment, while the control group exhibited a gradual decrease in cell number over time (Figure 6B). In contrast, the cell counts in groups treated with 75 mM and 100 mM continuously declined (Figure 6B). Interestingly, the group treated with 50 mM showed an immediate increase in cell count at 20 min followed by a decline at 40 min (Figure 6B). The cell lengths measured at 60 min showed that those of the groups treated with 25mM and 50 mM were shortened, which may be due to cell division (Figure 6E). But the group treated with 100mM was also shortened, which might be due to cell shrinking under a high concentration of H_2_O_2_ (Figure 6E).

Further investigation of the effect of moderate H_2_O_2_ concentrations (40–65 mM) obtained two distinct response patterns. Cell count dynamics of groups treated with 40 mM and 45 mM H_2_O_2_ were similar to those observed with 25 mM treatment (Figure S6A). In contrast, those groups treated with 55 mM, 60 mM, and 65 mM followed a similar pattern to that of the 50 mM group (Figure S6B). Notably, in all groups, cell counts generally decreased as H_2_O_2_ concentration increased. This phenomenon aligns with previous reports indicating that moderate H_2_O_2_ concentrations are less lethal to *E. coli* cells than both lower and higher concentrations [64], which is also reflected in the survival rates measured at 20 min after treatment across the H_2_O_2_ gradient (Figure S6C). It is possible that the combination of low lethality and a transient promotion of cell division in the 50 mM to 65 mM range of H_2_O_2_ contributed in some way to the increased cell counts observed at 20 min.

The results suggest that appropriate ROS stimulation can enhance the cell metabolism of *E. coli*, transiently elevate NADH levels, relieve glucose-mediated inhibition of cell division, and subsequently increase the cell number, a response that is strikingly similar to that observed under the 2.5 T HI-PMF treatment of *E. coli* cells. These findings imply that the cellular ROS induced by 2.5 T HI-PMF treatment may also fall within a moderate range for *E. coli* cells, promoting cell division.

## 4. Discussion

As mentioned earlier, some studies have disclosed the damaging effects of HI-PMF on cells [38,39], while others have reported no/little harm [40,41,52]. However, this study observed both phenomena, as well as a third one: the promotion of *E. coli* cell division. The effects resulted from the initial cellular glucose level of *E. coli.* The HI-PMF we applied induced ROS stimuli that further promoted cellular metabolism. In glucose-free solutions, cells consumed their own glucose storage, which relieved the division inhibition imposed by high-level glucose during HI-PMF treatment (Figure 7B). On the contrary, cells with a glucose level that was too low did not have enough energy to cope with HI-PMF stress, resulting in partial cell death (Figure 7D), while in solutions containing glucose, cells had a sufficient glucose supply to maintain the division inhibition during HI-PMF treatment (Figure 7C). Throughout these processes, the NADH/NAD^+^ ratio also fluctuated corresponding to the variations in cellular glucose levels. Therefore, cellular glucose level, often overlooked in previous studies, plays a key role in these different outcomes. Similar phenomena have been reported in the electric stimulation of cells, where an identical electrical stimulus can produce opposite polarization dynamics depending on the cell’s state [65].

This study used stationary-phase *E. coli* cells and found a new phenomenon, that HI-PMF promoted *E. coli* cells division. For stationary-phase *E. coli* cells, a phenomenon called “reductive division” has been previously reported [66,67]. Reductive division refers to cell division in the absence of further growth upon entry of cells into stationary phase, which was thought to result from chromosome replication during the stationary phase [66]. In another study, reductive division of *E. coli* was also reported after 28–52 h of cultivation with glucose nearly fully consumed, which led to a reduction in cell size [67]. These phenomena are similar to the division observed after HI-PMF and H_2_O_2_ treatments in this study, suggesting that the relief of division inhibition by lowering cellular glucose level may be one of the factors contributing to reductive division.

In another study, the transcriptome of *L. monocytogenes* was analyzed after being treated with HI-PMF at 8 T and 20 pulses [39]. The gene ontology (GO) analysis of this transcriptome reveals that the five biological processes with the largest number of DEGs are the metabolic process, cellular process, establishment of localization, location, and response to stimulus. The KEGG pathway classifications of DEGs with the top five rates are carbohydrate metabolism, membrane transport, energy metabolism, global and overview maps, and amino acid metabolism. These findings demonstrate that HI-PMF influences cellular carbon metabolism, despite differences in experimental setups compared to our study.

It is well-established that MFs promote intracellular ROS production, leading to various physiological changes [47,68,69]. It is therefore reasonable to assume that ROS production by HI-PMF is responsible for the observed effects. This study confirms the involvement of ROS in the biological effects of HI-PMF on *E. coli*, and highlights that the outcomes of HI-PMF treatment can vary depending on the cellular glucose levels, which are influenced by the experimental conditions. In other words, the different effects of HI-PMF on cells may be due to the varying anti-ROS capacities of different cells, which depend on the cell types, physiological states and experimental parameters. Moreover, direct ROS stimulation also has this effect. It is worth considering whether other stimuli have similar effects.

This study demonstrates that HI-PMF can enhance glucose metabolism in *E. coli* and increase cell number in the stationary phase under specific conditions. Leveraging this mechanism in *E. coli* fermentation may improve both biomass and substrate utilization during this phase. Furthermore, HI-PMF affects the intercellular NADH/NAD^+^ ratio, which may facilitate the synthesis of valuable metabolites. Nevertheless, the optimal treatment duration and MF intensity require further investigation. Although previous studies have established that WI-MFs can enhance biomass and product yields in microbial fermentation, they typically apply magnetic exposure from the early fermentation stage [13,70]. While this approach accelerates growth, it often leads to premature decline and requires prolonged treatment [71]. In contrast, the present method utilizes short-term HI-PMF exposure specifically during the stationary phase, thereby avoiding these limitations.

Some studies have also explored the effects of MFs on enzymatic activity [72], cell membrane [73], and membrane potential [26,44]. Compared with weak dynamic MFs, HI-PMF treatment has a higher intensity and faster change rate, providing a stronger stimulus to cell membrane and membrane potential. Since no significant membrane damage was observed in this study, we did not delve into this aspect. However, recent studies have suggested that bacterial membrane potential plays an important role in bacterial growth and metabolism [74,75]. Some physiological phenomena have yet to be fully explored. Further research might be conducted in these directions in the future.

## 5. Conclusions

The phenotype and physiological variations in *E. coli* were examined after being treated by 2.5 T HI-PMF, observing notable increases in NADH/NAD^+^ level and survival rate. Transcriptome analysis revealed significant effects on cellular glucose metabolism. It was also found that glucose consumption in this process led to the alleviation of cell division inhibition, resulting in the increase in survival rate. That is to say, the initial intracellular glycose level might finally determine the survival rate of *E. coli* under HI-PMF treatment. Furthermore, ROS production caused by HI-PMF was proved to be the main reason attributed to these physiological variations, as direct ROS treatment induced similar effects as could be seen after HI-PMF treatment. Therefore, this study deepens the understanding of the biological effects of HI-PMF. The underlying mechanism is likely that HI-PMF treatment promotes ROS production, then enhances cellular glucose metabolism, which further influences cell division and survival rates according to the initial intracellular glucose level.

## Figures and Tables

**Figure 1:**
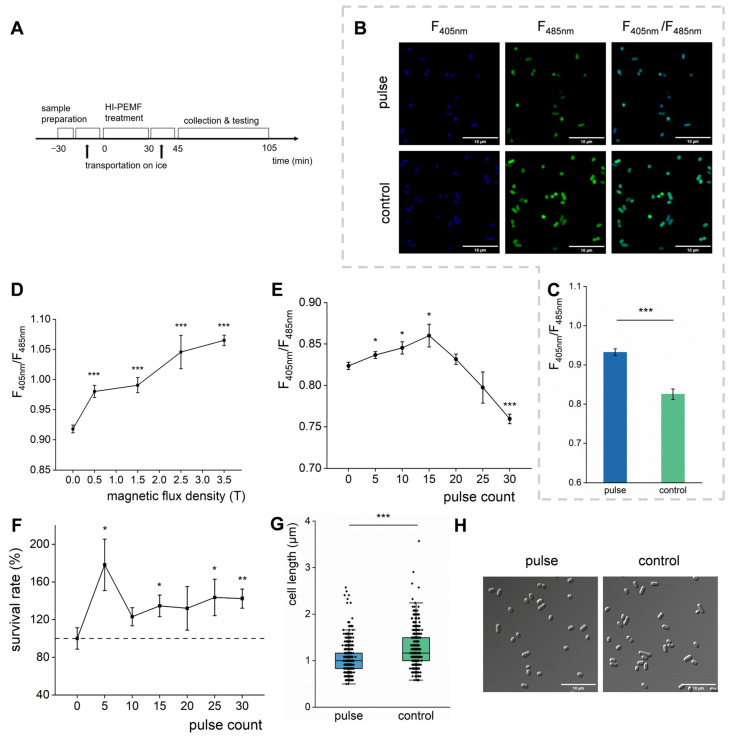
The changes in *E. coli* phenotype after being treated by HI-PMF. (**A**) The schedule of HI-PMF treatment and testing. (**B**) The fluorescence image of *E. coli* expressing SoNar with/without treatment. F_405nm_, captured under 405 nm excitation and 520 nm emission. F_485nm_, captured under 485 nm excitation and 520 nm emission. F_405nm_/F_485nm_, merge of F_405nm_ and F_485nm_. (**C**) The NADH/NAD^+^ ratio of *E. coli* tested by the fluorescence of SoNar. (**D**) The changes in NADH/NAD^+^ by intensity of HI-PMF. (**E**) The changes in NADH/NAD^+^ by pulse count of HI-PMF at 2.5 T. (**F**) The changes in the survival rate by pulse count of 2.5 T HI-PMF. The dashed line indicates the survival rate as a percentage. (**G**) The cell length with/without 2.5 T and 15 pulses HI-PMF treatment. (**H**) Micrograph of *E. coli* with (left) or without (right) HI-PMF treatment. * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001. Data are all expressed as mean ± SD (*n* = 3 except (**G**) and *n* = 500 in (**G**)).

**Figure 2:**
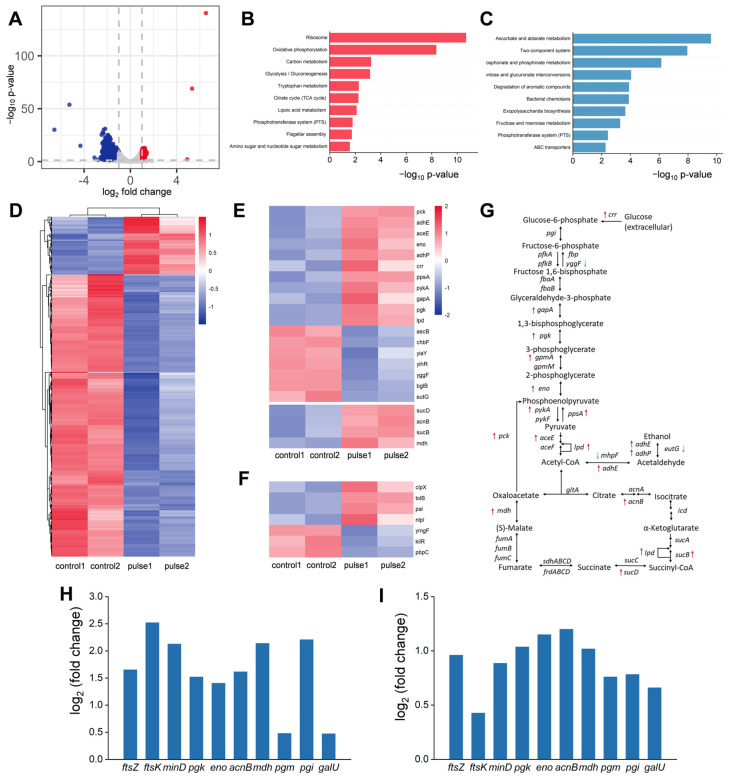
The DEGs of *E. coli* with or without HI-PMF treatment. (**A**) The volcano plot of the DEGs. The dashed line shows the thresholds for FDR < 0.05 and log fold change |FC| ≥ 1. (**B**) KEGG-enriched analysis of upregulated genes. (**C**) KEGG-enriched analysis of downregulated genes. (**D**) The heat map of relative expression levels of the DEGs. (**E**) Difference in expression of genes related to glycolysis and the TCA cycle. (**F**) Difference in expression of genes related to cell division. (**G**) A diagrammatic sketch of glycolysis and the TCA cycle. The upregulated genes are marked by red upward arrows, while the downregulated genes are marked by green down arrows. (**H**) The changes in gene expression related to cell division and glucose metabolism measured by qRT-PCR. (**I**) The changes in gene expression related to cell division and glucose metabolism measured by transcriptome sequencing (*n* = 2 expect (**H**), *n* = 4 in (**H**)).

**Figure 3:**
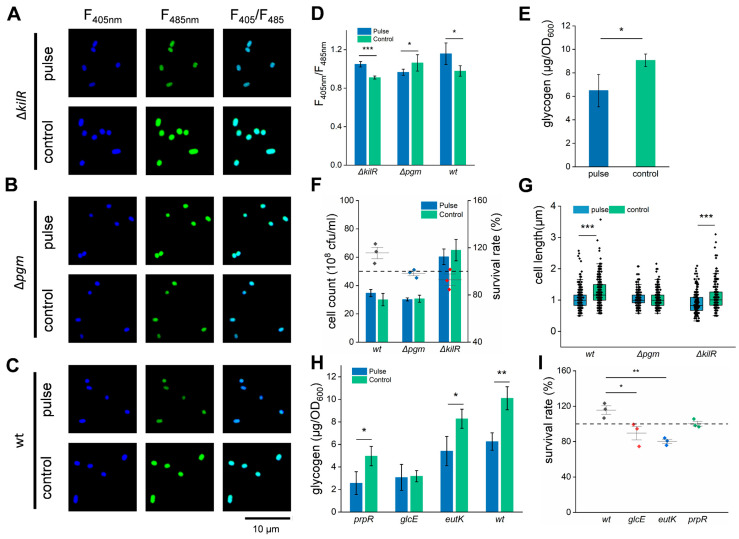
The release of nutritional inhibition after being treated by HI-PMF. A-C The fluorescence image of *E. coli* expressing SoNar with/without treatment, which was the knock out of *kilR* (**A**), knock out of *pgm* (**B**) or original strain (**C**). (**D**) The NADH/NAD^+^ ratio of different strains tested by the fluorescence of SoNar, quantified from fluorescent images. (**E**) The changes in cellular glycogen concentration with (pulse) or without (control) HI-PMF treatment. (**F**) The cell count (column graph) and the survival rates (interval plot) of gene knockout strains after being treated by HI-PMF. Dash line represents a survival rate of 100%. (**G**) The cell lengths of gene knockout strains with/without HI-PMF treatment. Δ*pgm*, *n* = 300, Δ*kilR*, *n* = 200, wt, *n* = 300. (**H**) The glycogen concentration of gene overexpression strains with/without HI-PMF treatment. (**I**) The survival rates of *E. coli* with gene overexpression after being treated by HI-PMF. The dashed line represents a survival rate of 100%. wt, wild type group of *E. coli* BL21 (DE3) expressing SoNar. * *p* < 0.05. ** *p* < 0.01, *** *p* < 0.001. Data were all expressed as mean ± SD (*n* = 3 except (**G**)).

**Figure 4:**
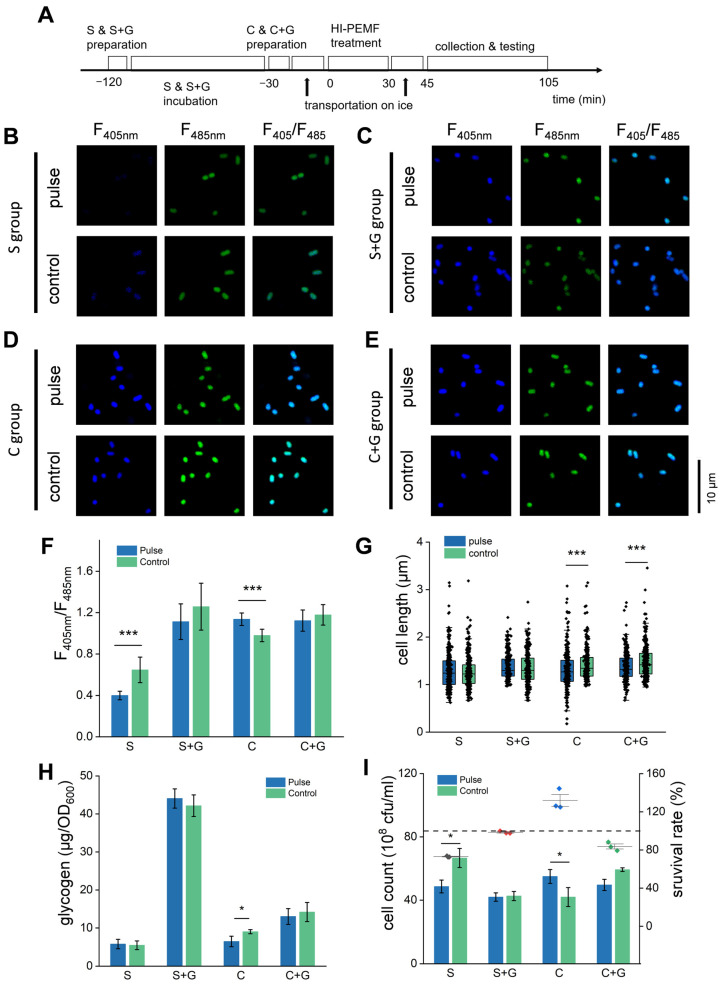
The influence of initial cellular glucose on changes in *E. coli* after being treated by HI-PMF. (**A**) The schedule of sample preparation, HI-PMF treatment, and testing. (**B**–**E**) The fluorescence image of *E. coli* expressing SoNar with/without treatment, which was S group (**B**), S + G group (**C**), C group (**D**) and C + G group (**E**). (**F**) The NADH/NAD^+^ ratio of different groups with/without HI-PMF treatment, quantified from fluorescent images. (**G**) The cell length of different groups with/without HI-PMF treatment (*n* = 300) (**H**) The cellular glycogen concentration with/without HI-PMF treatment. (**I**) The cell count (column graph) and the survival rates (interval plot) of different groups after being treated by HI-PMF. The dashed line represents a survival rate of 100%. S group: group retreated with PBS and no additional glucose for 2 h. S + G group: group retreated with PBS and 0.04% glucose for 2 h. C group: group without retreatment and additional glucose. C + G group: group without retreatment but receiving 0.04% glucose when treated by HI-PMF. * *p* < 0.05, *** *p* < 0.001. Data were all expressed as mean ± SD (*n* = 3 expect (**G**)).

**Figure 5:**
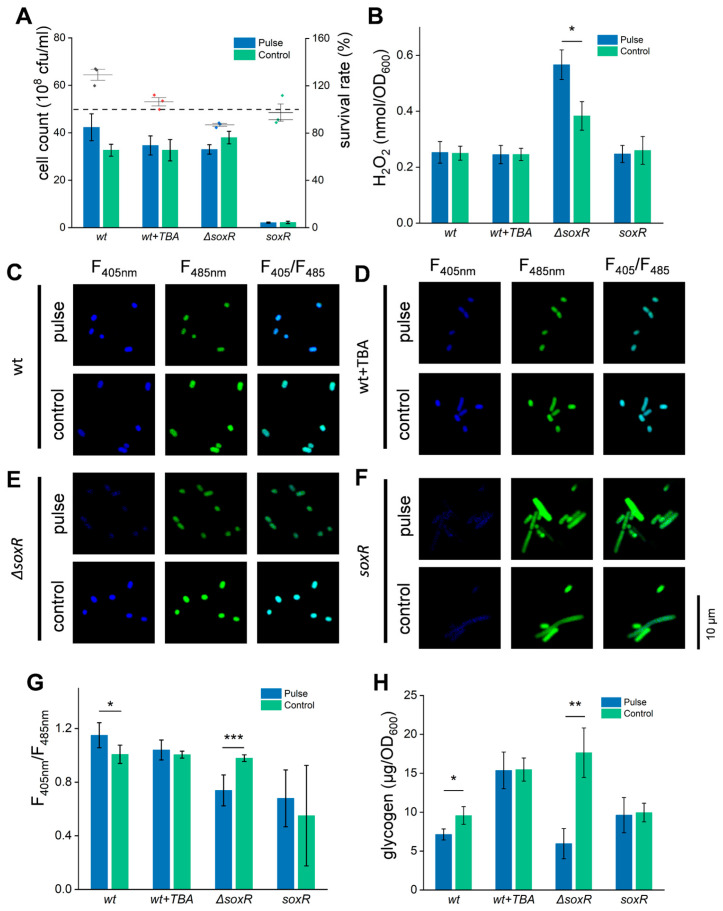
The participation of ROS in the cellular effects of HI-PMF (**A**) The cell count (column graph) and the survival rates (interval plot) of the wt group, the wt treated with TBA (tert-butylalcohol) group, the Δ*soxR* group, and the *soxR* overexpressing group with/without HI-PMF treatment. (**B**) The intracellular H_2_O_2_ concentration of the different groups with/without HI-PMF treatment. (**C**–**F**) The fluorescence image of *E. coli* expressing SoNar with/without treatment, which was the wt group (**C**), the wt treated with TBA group (**D**), the Δ*soxR* group (**E**) and the *soxR* overexpressing group (**F**). (**G**) The changes in NADH/NAD^+^ of different groups, quantified from fluorescent images. (**H**) The intracellular glycogen concentration of the different groups with/without HI-PMF treatment. * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001. Data were all expressed as mean ± SD (*n* = 3).

**Figure 6:**
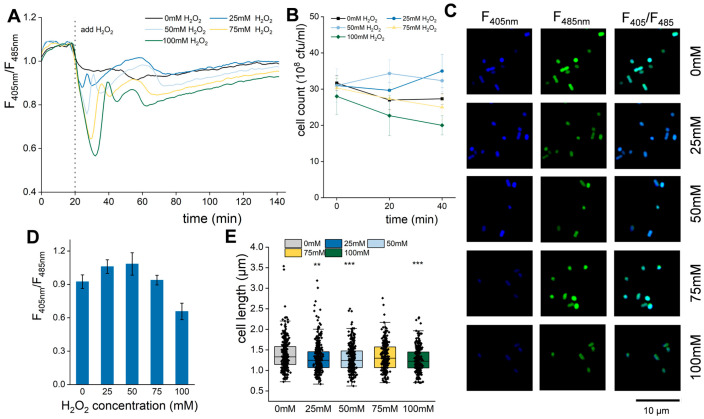
The influence of ROS stimulation on *E. coli* metabolism and division (**A**) The changes in NADH/NAD^+^ after treatment with different concentrations of H_2_O_2_. (**B**) The changes in cell count after treatment with different concentrations of H_2_O_2_. (**C**) The fluorescence image of *E. coli* treated with different concentrations of H_2_O_2_ for 60 min. (**D**) The NADH/NAD^+^ of *E. coli* treated with different concentrations of H_2_O_2_ for 60 min, quantified from fluorescent images. (**E**) the cell length of *E. coli* treated with different concentrations of H_2_O_2_ for 60 min. ** *p* < 0.01, *** *p* < 0.001. Data were all expressed as mean ± SD (*n* = 3 expect (**D**,**E**)).

**Figure 7:**
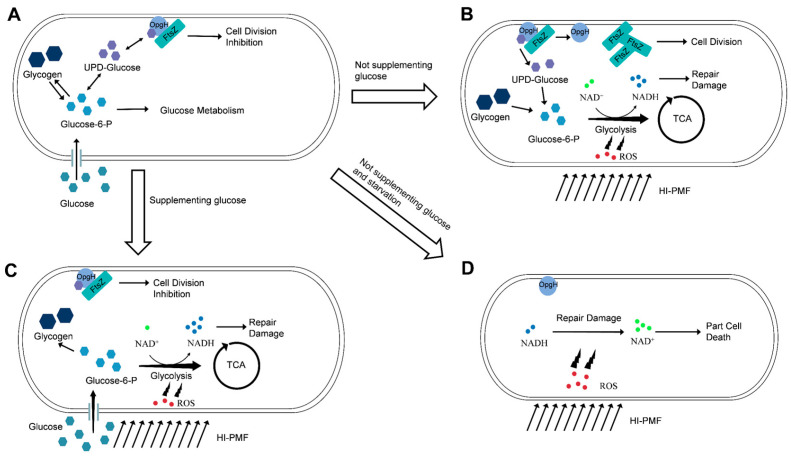
The diagrammatic sketch of *E. coli* in response to HI-PMF under different conditions. (**A**). *E. coli* under normal circumstances. (**B**). *E. coli* in response to HI-PMF without supplementing glucose. (**C**). *E. coli* response to HI-PMF when supplementing glucose. (**D**). *E. coli* in response to HI-PMF without supplementing glucose and inducing starvation.

## Data Availability

The transcriptome data generated in this study for Figure 2 have been deposited at Gene Expression Omnibus under accession codes GSE278595. Raw data generated during the current study have been deposited at Zenodo under DOI 10.5281/zenodo.17293788.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/biom15111550/s1, Figure S1: The pulse mode of HI-OMF used in this study; Figure S2: Effects of HI-PEMF on *E. coli* in the stable phase; Figure S3: The fold changes of genes in *E. coli* cells after HI-PMF treatment; Figure S4: Cell count of wt, *prpR* overexpression strain, *glcE* overexpression strain, and *eutk* overexpression strain; Figure S5: The intracellular glucose concentration of the four groups with/without HI-PMF treatment; Figure S6: The changes of cell count and survival rates of *E. coli* with H_2_O_2_; Table S1: Bacterial strains used in this study; Table S2: The primers used in this study; Table S3: The DEGs we selected for overexpression and their function.

## Abbreviations

The following abbreviations are used in this manuscript:

MF	Magnetic field
HI-PMF	High-intensity pulse magnetic field
ROS	Reactive oxygen species
GMF	Geomagnetic field
EMF	Electromagnetic field
WI-MFs	Weak-intensity magnetic fields
MRI	Magnetic resonance imaging
RPM	Radical pair mechanism
FDR	False discovery rate
GO	Gene Ontology
KEGG	Kyoto Encyclopedia of Genes and Genomes
FC	Fold change
DEGs	Differentially expressed genes
TBA	Tert-butylalcohol

# Supplementary material for: High-Intensity Pulse Magnetic Fields Affect Redox Homeostasis and Survival Rate of Escherichia coli According to Initial Level of Intracellular Glucose
**Source:** Biomolecules. 2025 Nov 5;15(11):1550. doi: 10.3390/biom15111550
**Supplement:** Supplementary file 1

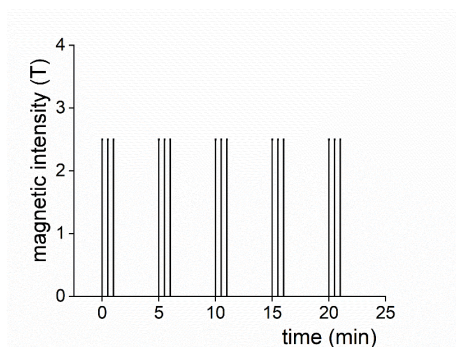

**Figure S1** The pulse mode of HI-OMF used in this study. Each black line represents a sinusoidal magnetic field pulse that lasts for 10ms and has a maximum intensity of 2.5T.

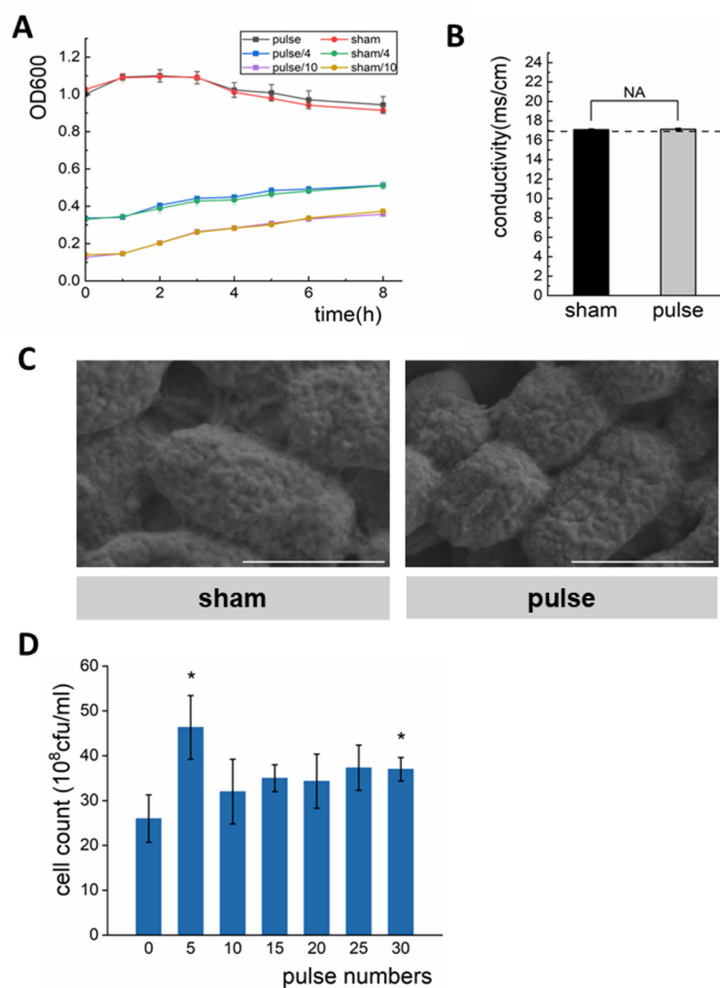

**Figure S2** Effects of HI-PEMF on growth (**A**), suspension conductivity (**B**), and morphological (**C**) of *E. coli* in the stable phase. **D**. Cell count in Fig. 1f. Sham, sham group; Pulse, HI-PEMF treatment group; Sham/4 and pulse/4, re-culturing respectively of sham group and HI-PEMF treatment group after a fourfold dilution of the bacterial concentration; Sham/10 and pulse/10, re-culturing respectively of sham group and HI-PEMF treatment group after a tenfold dilution of the bacterial concentration. Scar bar, 1  $\mu$  m. Data were all expressed as mean  $\pm$  SD (n = 3). NA, no significant difference

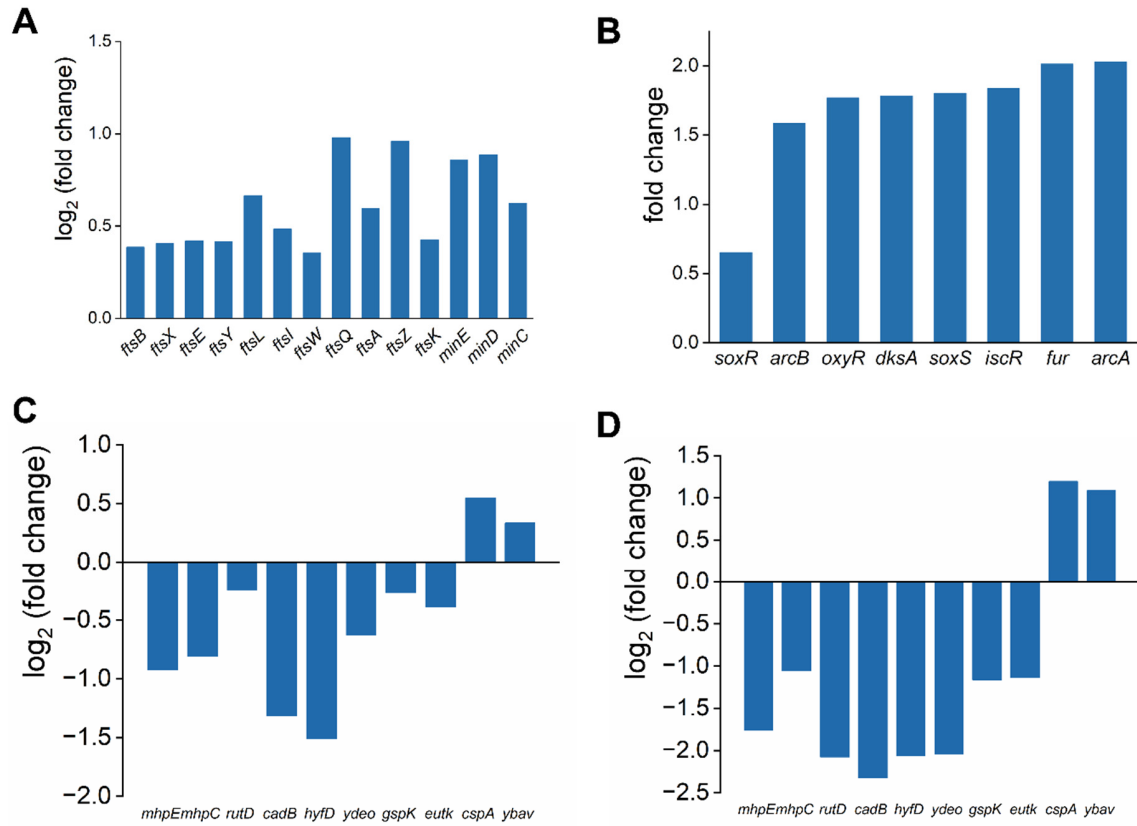

**Figure S3** The fold changes of genes in *E. coli* cells after HI-PMF treatment. **A.** The fold changes of genes related to division in *E. coli* cells after HI-PMF treatment. **B.** The fold changes of genes related to antioxidant in *E. coli* after HI-PMF treatment. **C, D.** the gene fold changes calculated by qPCR (**C**) and transcriptome analyses (**D**). The data represents the average of three parallel samples (**C**) or two parallel samples (**A, B** and **D**).

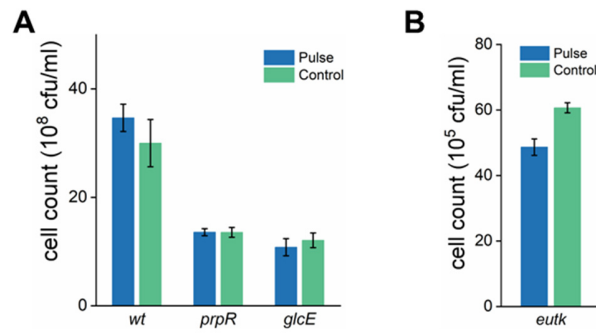

**Figure S4** Cell count of *wt*, *prpR* overexpression strain, *glcE* overexpression strain, and *eutk* overexpression strain. **A.** Cell count of *wt*, *prpR* overexpression strain, and *glcE* overexpression strain in Fig. 3d. **B.** Cell count of *eutk* overexpression strain in Fig. 3d. Data were all expressed as mean  $\pm$  SD ( $n = 3$ ).

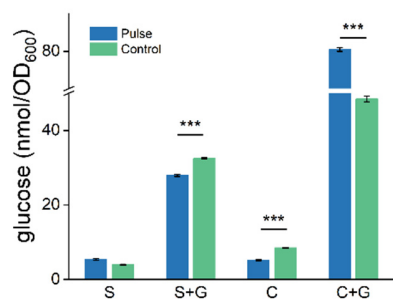

**Figure S5** The intracellular glucose concentration of the four groups with/without HI-PMF treatment.

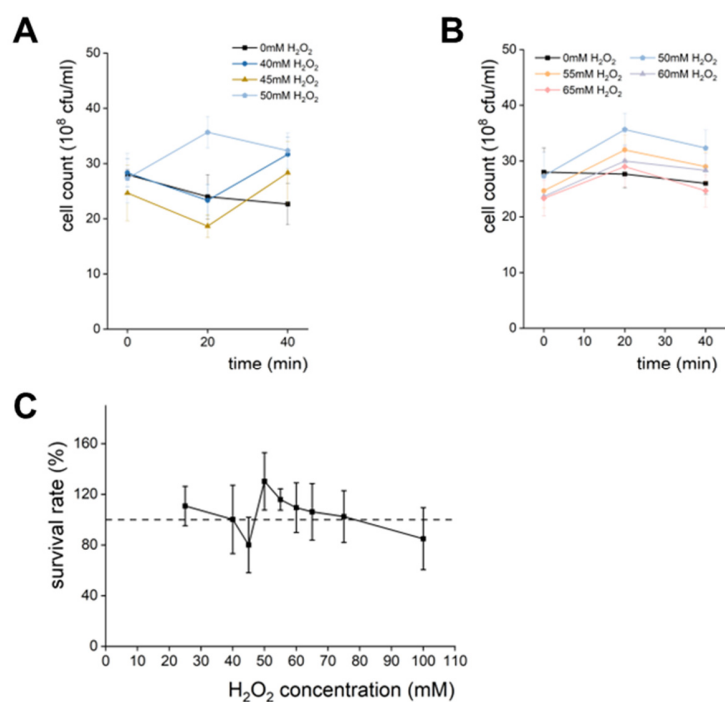

**Figure S6** The changes of cell count and survival rates of *E. coli* with  $H_2O_2$ . **A.** The changes of cell count of *E. coli* treated with 40mM, 45mM and 50mM  $H_2O_2$ . **B.** The changes of cell count of *E. coli* treated with 50mM, 55mM, 60mM  $H_2O_2$  and 65 mM  $H_2O_2$ . **C.** The survival rates measured 20 minutes after treatment across the  $H_2O_2$  gradient. Data were all expressed as mean  $\pm$  SD (n = 3).

Table S1. Bacterial strains used in this study.

| Strain               | Genotype                                                          | Source     |
|----------------------|-------------------------------------------------------------------|------------|
| ct                   | <i>E. coli</i> BL21 (DE3) $\Delta$ <i>HO396_18235</i> ::<br>SoNar | This study |
| $\Delta$ <i>pgm</i>  | ct $\Delta$ <i>pgm</i>                                            | This study |
| $\Delta$ <i>kilR</i> | ct $\Delta$ <i>kilR</i>                                           | This study |
| $\Delta$ <i>soxR</i> | ct $\Delta$ <i>soxR</i>                                           | This study |
| <i>soxR</i>          | ct P <sub>T7</sub> : <i>soxR</i>                                  | This study |
| <i>prpR</i>          | ct P <sub>T7</sub> : <i>prpR</i>                                  | This study |
| <i>glcE</i>          | ct P <sub>T7</sub> : <i>glcE</i>                                  | This study |
| <i>eutK</i>          | ct P <sub>T7</sub> : <i>eutK</i>                                  | This study |

Table S2. The primers used in this study.

| Primer         | Sequence                                  |
|----------------|-------------------------------------------|
| sgRNA1-Forward | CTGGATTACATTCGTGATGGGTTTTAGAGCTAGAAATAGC  |
| sgRNA1-Reverse | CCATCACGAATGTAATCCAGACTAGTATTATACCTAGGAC  |
| Fs1-Forward    | GGTGCGAAACCGTAACCC                        |
| Fs1-Reverse    | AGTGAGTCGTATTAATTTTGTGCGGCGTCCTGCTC       |
| Rsl-Forward    | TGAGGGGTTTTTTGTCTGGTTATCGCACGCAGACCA      |
| Rsl-Reverse    | TCCCGTTAATGCAGCAA                         |
| sgRNA2-Forward | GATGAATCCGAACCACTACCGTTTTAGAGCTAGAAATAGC  |
| sgRNA2-Reverse | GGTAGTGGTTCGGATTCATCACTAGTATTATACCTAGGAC  |
| Fspg-Forward   | AAGGTTTGCGGAACTATCT                       |
| Fspg-Reverse   | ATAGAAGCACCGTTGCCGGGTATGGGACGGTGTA        |
| Rspg-Forward   | GGCAACGGTGCTTCTAT                         |
| Rspg-Reverse   | TTGGTCTTCATTGGGAT                         |
| sgRNA3-Forward | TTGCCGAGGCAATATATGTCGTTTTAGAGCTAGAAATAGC  |
| sgRNA3-Reverse | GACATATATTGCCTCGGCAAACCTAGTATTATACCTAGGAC |
| Fski-Forward   | GTAGTTACAACAGTGGCTT                       |
| Fski-Reverse   | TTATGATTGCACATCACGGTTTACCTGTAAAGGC        |
| Rski-Forward   | GTGATGTGCAATCATAA                         |
| Rski-Reverse   | GAGTCGGTCTTGTCTGT                         |
| sgRNA4-Forward | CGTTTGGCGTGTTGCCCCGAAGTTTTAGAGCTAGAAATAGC |
| sgRNA4-Reverse | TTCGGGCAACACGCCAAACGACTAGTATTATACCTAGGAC  |
| Fsso-Forward   | GCCGCCGCAGGTGTTTAT                        |
| Fsso-Reverse   | AAATCGCTTTACCTCAAGT                       |
| Rsso-Forward   | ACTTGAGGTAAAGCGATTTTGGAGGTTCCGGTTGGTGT    |
| Rsso-Reverse   | CGGACAATCCCCTGCCA                         |
| Pr-Forward     | CGGGATCCATGGCACATCCACCACGGC               |
| Pr-Reverse     | ACGCGTCGACTCAGCTTTTCAGCCGCC               |
| Gl-Forward     | CGAGCTCATGCTACGCGAGTGTGATT                |
| Gl-Reverse     | CCCAAGCTTTCAAAGTTCCGCGTACAT               |
| Eu-Forward     | CGGGATCCATGATCAATGCACTGGGA                |
| Eu-Reverse     | CCCAAGCTTTTAATGGGGCTTGAGACG               |
| So-Forward     | CGGGATCCATGGAAAAGAAATTACCCCGCA            |
| So-Reverse     | CCCAAGCTTTTAGTTTTGTTTCATCTTCCA            |
| mhpE1          | GCCATTCGTCATCAGTATTCG                     |
| mhpE2          | CAATCCATTCAAGGTCGCTAT                     |
| mhpC1          | TTAATGCACGAATCCTGAAA                      |
| mhpC2          | CATCGGCGTAAACAAACTC                       |
| rutD1          | GTGTTGATTTTCGGGTCTT                       |

---

|        |                        |
|--------|------------------------|
| rutD2  | CCATCTGGGCGATACTG      |
| cadB1  | TCCCGAAAGTTTATGGTG     |
| cadB2  | GTCAACGCAAGAGTAGAAGTA  |
| hyfD1  | CCGGACGCAATGGAAG       |
| hyfD2  | CTGTGGCAAATACATCAGAAAT |
| ydeo1  | TGATTGCGTTCTTCCGAGTT   |
| ydeo2  | TGACGGTGCCTGTTCCCTG    |
| gspK1  | GCGTGAAGCCTCTGGTTG     |
| gspK2  | TAGATTTGGGCGCTCTGC     |
| eutk1  | TCTCCTGCCGTCATTCCC     |
| eutk2  | AGCCGAAGCAACCCGTAA     |
| cspA1  | CTTCGGCTTCATCACTC      |
| cspA2  | TTACAGGCTGGTTACGT      |
| ybav11 | GCACTGCTCATTACCCTGTC   |
| ybav22 | GCTTTGGTTTCTACCGTTGT   |
| ftsZ1  | CTGGAAGGTGCAGACATGGT   |
| ftsZ2  | GCAACGGTCAGGATACCCAA   |
| ftsK1  | GGCTTACACCATTCCCGTCA   |
| ftsK2  | GCAGAGCAGCGCAATAGTTC   |
| minD1  | GGTTCACCCTGGTTAGAGGC   |
| minD2  | GGCATTCTGGCGTCGAAATC   |
| pgk1   | TCGTCAACCAGGTCAGCTTC   |
| pgk2   | TCGCTGACCAGCTGATTGTT   |
| eno1   | GGTGAACGCTTTGTTGCCTT   |
| eno2   | GGCATGAACACTGCTGTTGG   |
| acnB1  | GAAGCCAAATCCCCTCTGCT   |
| acnB2  | AACATCAGCAGCGTGTGAGA   |
| mdh1   | AGAGTGACCGCCAATAACCG   |
| mdh2   | CGGCATCGTGAAAAACCTGG   |
| pgm1   | TGCGACTTCCGCACAAAAAG   |
| pgm2   | AGACCGCCAATAGAAGCACC   |
| pgi1   | TCCATCCTGCTGCGTGAAAT   |
| pgi2   | GAGCTATCGTGGCTGCTGAT   |
| galU1  | CGGATATTTGGCCGTTGCTG   |
| galU2  | GCAGTCATGGCTCTTCCCTT   |
| gyrA1  | ACGCGACTTGGTTGGGTATT   |
| gyrA2  | TTCTCTGATCGTACCGCGTG   |
| 16s1   | GATGACCAGCCACACTGGAA   |
| 16s2   | GGAGTTAGCCGGTGCTTCTT   |

---

Table S3. The DEGs we selected for overexpression and their function

| <b>Locus</b> | <b>gene</b> | <b>log(fold change)</b> | <b>function</b>                                                                                                                              |
|--------------|-------------|-------------------------|----------------------------------------------------------------------------------------------------------------------------------------------|
| HO397_11705  | <i>eutK</i> | -1.135                  | putative structural protein involving in ethanolamine utilization                                                                            |
| HO397_14310  | <i>glcE</i> | -1.781                  | putative FAD-binding subunit of glycolate dehydrogenase                                                                                      |
| HO397_01490  | <i>prpR</i> | -1.139                  | propionate regulator involving in catabolism of propionate                                                                                   |
| HO397_20010  | <i>soxR</i> | -0.615                  | “superoxide response protein”, negatively autoregulated and controls the transcription of the regulon involved in defense against superoxide |

How the deposited data were processed for this re-analysis (not part of the article)

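The transcriptome of E. coli BL21(DE3) was measured by RNA-seq in 2 control samples and 2 samples given 15 pulses of 2.5 T. The authors filtered reads with fastp, aligned them with STAR to the BL21(DE3) genome, counted them per gene with StringTie and normalized the counts with DESeq2. The deposited per-library values carry the name FPKM, but the signal deposited by the authors is the read count of each gene divided by 1 size factor per library. The authors' deposited table also gives log2 fold changes with standard errors, a Wald statistic (a score, the fold change over its error), p-values and a call for each gene, all from DESeq2.

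The values were used as deposited. The table has 4370 rows, and 1 row repeated in full was dropped. Genes with a mean value of at least 1 over the 4 libraries were kept (4367), values were taken as log2(value + 1), so that fold changes of low genes are understated, and limma 3.58.1 (R 4.3.3) was fitted to the 4 libraries without covariates, with eBayes and a mean-variance trend. A gene passed at a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 fold change of at least 1, as in the paper. The plan foresaw this test for FPKM values and was kept for the normalized counts. Standard deviations are over the 2 libraries of a group, which limits their precision. The control and HI-PMF libraries share no replicate numbers.

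Whole reads were recovered by dividing each library by the value of 1 read, between 0.607 and 1.63 normalized counts. All values came out whole, but in the control libraries few genes are low enough to check the step independently. The recovered totals on genes ran from 17394647 to 30399308 reads. On these reads, edgeR 4.0.16 (quasi-likelihood test) and DESeq2 1.42.0 (Wald test) were run as alternatives only, chosen after the data were seen. They called 1248 and 1285 genes.

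The 12 gene lists and families were fixed before the data were examined. They were tested with limma's camera with a preset correlation of 0.01, beside fry and camera with an estimated correlation. The genes of Figures 2G, S3A and S3B and the choice of families (Figures 2B and 2C) come from the paper's figures of these libraries. Tests of these lists are therefore not independent evidence. Older symbols were matched through the RefSeq gene table of E. coli K-12 MG1655 (assembly ASM584v2), which was used for names only. Families were defined by gene symbol, since pathway annotation was not used here, and no fli genes were found by symbol for the flagellar family. Neighbouring genes follow the order of the locus tags in the authors' table. The text names genes named in the paper and the 5 largest increases and 5 largest decreases among genes past the thresholds whose libraries do not overlap between the groups. Names outside this rule were chosen after their values were seen. The 2 copies of lacI, native and on the DE3 prophage, can share reads and are not interpreted.

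The alternatives were another scaling, filter, pseudocount, variance model, minimum fold change and set test, removal of the trend of the fold change with expression level by a loess fit, and leaving out each library in turn. Each list was also compared with 10000 random lists matched on expression level. The tests were tried on simulated counts for 4358 genes (limma and DESeq2) or between 4345 and 4346 genes (edgeR), of which 200 were changed 4-fold in each of 3 runs. At least 99.5% of the changed genes were recovered by limma, 99.5% by edgeR and 99.0% by DESeq2, with at most 6 false calls per run. The simulation used a common dispersion, as many increases as decreases and no trend of the fold change with expression level. The data show such a trend and more decreases, so the simulation gives no error rate for them. Gene lengths and genome coordinates were not used.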

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

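The tests on genes near 0 in some libraries, and removing the trend with expression level for single genes, were chosen only after the result was seen. The 5 genes with the largest increases past the thresholds are not discussed in the paper. The largest were menC and arnE. The gene menC had 30.4 and 29.4 normalized counts in control replicates 13 and 6 and 2958 and 2562 in HI-PMF replicates 1 and 15 (log2 fold change 6.48, adjusted p = 7.35e-05, limma), and arnE had 26.7 and 42.7 normalized counts in control replicates 13 and 6 and 1449 and 1287 in HI-PMF replicates 1 and 15 (log2 fold change 5.29, adjusted p = 8.12e-04, limma). Both were higher in 2 of 2 HI-PMF libraries.

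A candidate explanation is that reads of single genes were lost in the counting of single libraries. A drop of at least 16-fold against the flanking genes and 8-fold in the gene's own value was found for 15 genes. For 10 of them the drop fell between the libraries of 1 condition, such as glgA and epmC, and for 5 it followed the groups, in both control libraries for menC and arnE and in both HI-PMF libraries for sucC, mazF and rfbD. The 10 drops within a condition are consistent with such a loss, since HI-PMF was the same for both libraries. For the 5 that followed the groups, a loss cannot be told apart from a change with HI-PMF, because it coincides with the groups. Whether the reads were counted on a neighbour instead cannot be told apart from other changes of the neighbours, which gained a median share of 0.16 of the lost value with quartiles of -0.15 and 1.18. A change of these genes with HI-PMF stays open and was not tested apart from the comparison of the groups.

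The other increases were smaller. The gene gltK, at a low level with 9.11 and 13.3 normalized counts in control replicates 13 and 6 and 25.3 and 39.2 in HI-PMF replicates 1 and 15, had a log2 fold change of 1.44 (adjusted p = 0.0270, limma). The transporter genes manZ and gatA had log2 fold changes of 1.43 and 1.42 (adjusted p = 0.00342 and 0.00287, limma), each higher in 2 of 2 HI-PMF libraries. With that trend removed, gltK, manZ and gatA were at 2.16, 0.60 and 0.52. No other technical explanation was tested for these 3 genes.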

How the results depend on the processing

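The tests with TMM scaling, with scaling to the total over genes and on recovered reads were chosen only after the result was seen, and median centring, set beforehand for the gene lists and as a test of the scaling, was added later for the counts of genes, as was removing the trend for these counts and for single genes. The count of 1299 genes past the thresholds, 211 higher and 1088 lower, was the same under median-of-ratios scaling and without a filter, which is no test, since the values were already scaled this way and the filter removed only the 2 genes at 0 in every library. It was 1292 with a mean of at least 10, 1296 with a pseudocount of 0.1 and 1292 without the mean-variance trend. Removing the trend of the fold change with expression level left 604, 250 higher and 354 lower (58.6% lower), of which 329 were among the 1299. With a minimum fold change of 1.2 tested by limma's treat and no 2-fold threshold it was 2225, 993 higher and 1232 lower, where genes under 2-fold can also pass.

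The split between higher and lower genes depended on the scaling. Centring each library on its median gave 854 higher and 820 lower genes (49.0% lower, against 83.8%). With TMM scaling 95 genes were higher and 1152 lower, and with scaling to the total over genes 4 were higher and 1747 lower. On the recovered reads, edgeR gave 98 higher and 1150 lower with TMM, 91 and 1135 with at least 10 reads in every library, 217 and 1080 with size factors, and 3 and 1745 with library size only. DESeq2 gave 218 and 1067. The genes at least 2-fold higher in the group means numbered from 145 without HI-PMF replicate 1 to 475 without HI-PMF replicate 15, across the 4 fits that each left out 1 library, against 228 with all libraries.

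Of the 12 gene lists, 10 passed by camera with the preset correlation under each scaling run, though not the same 10 with scaling to the total. By fry, 8 passed as deposited and with TMM scaling, 9 with median centring, 0 with scaling to the total (2 at an unadjusted p under 0.05) and 0 with the trend removed (0 unadjusted). With the correlation estimated, none passed, with the medians unchanged at 0.92 for glycolysis and the TCA cycle, 0.76 for glycogen degradation, 0.43 for the wider division list, 0.84 for the redox regulators, 0.76 for the OxyR and SoxRS targets, 1.00 for ribosomal proteins, 0.99 for oxidative phosphorylation, 0.80 for flagella, -1.34 for chemotaxis and 0.53 for the 14 division genes of Figure S3A. As deposited, the genes of Figure S3A and the ribosomal proteins passed by camera and not by fry. Under removal of the trend of the fold change with expression level, 4 lists passed by camera, and the medians of those that no longer did were 0.078 for glycolysis and the TCA cycle, -0.025 for glycogen degradation, 0.066 and 0.15 for the division lists, 0.10 for the redox regulators and 0.044 for ribosomal proteins. Leaving out each library in turn, the median of glycogen degradation ran from 0.64 to 0.76, and that of oxidative phosphorylation from 0.88 to 1.05.

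Scaling to the total over genes moved the median of all genes by -0.67, and centring on the median moved it by 0.27. Under scaling to the total, the medians were 0.083 for glycogen degradation, which no longer passed, 0.35 for glycogen synthesis, which then passed, and -0.24 and -0.14 for the division lists. The log2 fold changes of 21 of the 110 named genes fell below 0, at arcB -0.011, fbaB -0.13, frdA -0.16, frdB -0.055, frdC -0.25, frdD -0.58, ftsA -0.082, ftsB -0.28, ftsE -0.25, ftsI -0.20, ftsK -0.25, ftsL -0.039, ftsW -0.32, ftsX -0.26, ftsY -0.26, galU -0.017, gpmM -0.068, gyrA -0.053, malP -0.21, malQ -0.31, minC -0.050, each above the shift of the median. Leaving out 1 library, frdD ran from -0.038 to 0.22 and glgA from -7.76 to 0.68. Among the named genes that kept their direction, 52 lost significance under scaling to the total and 2 gained it. The 21 genes that fell below 0 are not in these counts. Under TMM scaling, edgeR and DESeq2 together there were 10 losses and 4 gains. Apart from the shift of the median, the cause was not tested.

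Removing the trend with expression level turned 24 of the 110 named genes, to arcB -0.11, clpX -0.041, dksA -0.14, frdA -0.035, ftsA -0.010, ftsI -0.038, ftsK -0.46, ftsY -0.10, fumA -0.074, fumC -0.11, gapA -0.067, gltA -0.086, gpmA -0.031, gyrA -0.23, icd -0.025, malP -0.23, malQ -0.22, mdh -0.050, oxyR -0.074, pfkB -0.038, pgm -0.025, sdhC -0.0024, soxR 0.084, sucA -0.018. A further 53 lost significance and 5 gained it. These follow from subtracting the fitted trend. No paired analysis was possible because the groups share no replicate numbers. Counting error limits genes with few reads, such as gltK.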

Differences from the paper's values

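The tests on recovered reads, and median centring for single genes, were chosen only after the result was seen. The paper's text gives 1128 differentially expressed genes, 920 lower and 208 higher, against 1299, 1088 and 211 here, a difference of less than 1.5-fold. None of the settings run gave the paper's 3 counts, and the authors' deposited table holds 1285, 1067 and 218 at the same thresholds. The log2 fold changes in Table S3 and those read by eye from Figures 2I, S3A and S3D differed from the values here by less than the spread between replicates, and the fold changes read by eye from Figure S3B differed by less than that spread or by less than 1.5-fold.

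Figure 2E and Figure 2G mark gapA as higher. Its log2 fold change here was 1.05 with an adjusted p of 0.180 (limma). It passed both thresholds with limma without the mean-variance trend (adjusted p = 0.0179) and, in an alternative chosen after seeing the values, with DESeq2 on the recovered reads (adjusted p = 1.25e-05). Its adjusted p ran from 1.25e-05 to 0.951 over the limma, edgeR and DESeq2 settings run. Figure 2G marks gpmA as higher. Its log2 fold change here was 0.90 (adjusted p = 0.00362, limma), under the 2-fold threshold, and of the settings run it passed with each library centred on its median, an alternative chosen after seeing the values, at 1.17. Figure 2G gives no mark to sucC, which had a log2 fold change of -7.99 (adjusted p = 4.94e-05, limma). A loss of its reads in the counting cannot be told apart from a change with HI-PMF. The section on ROS states that genes for ROS elimination were higher and cites Figure S3B, in which soxR is lower, as here.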

Other observations

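The test on differences between replicates was chosen only after the result was seen, and the comparisons with matched random lists and of the numbers of higher and lower genes under other scalings were set beforehand.

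More genes were lower than higher after HI-PMF, and the log2 fold change rose with the expression level (Spearman's rho 0.671 across genes, which are not independent replicates). Centring each library on its median gave 0.960 lower genes per higher gene, against 5.16 as deposited, so the excess of lower genes depends on the scaling of the libraries. Centring moves all genes of a library alike, so this split cannot show whether the scaling caused the excess. TMM scaling and scaling to the total moved the split the other way, to 92.4% and 99.8% lower genes. Which scaling is right was not tested, so a change with HI-PMF stays open. The gene gyrA, a housekeeping gene of the paper's qRT-PCR, had a log2 fold change of 0.62 as deposited and -0.053 scaled to the total. Alone it cannot decide between the scalings. A constant background of reads in the control libraries would also give a rise with the level (rho 0.671), and it cannot be told apart from a change that depends on the level, since gene lengths were not used. The trend may also contain a gradient between libraries that is not due to the treatment. The difference of HI-PMF replicate 15 from replicate 1 had a Spearman's rho of -0.322 with the control level, with replicate 1 the further of the 2 from the controls, while the difference between the control replicates had a rho of 0.0486 with the HI-PMF level. A response to HI-PMF that differed in strength between replicates stays open.

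Abundant genes thus tended to be higher as a class, and lists of abundant genes were compared with 10000 random lists matched on expression level. The median of the glycolysis and TCA cycle genes stood at percentile 77.6 of the matched lists, that of glycogen degradation at 41.4, that of the wider division list at 17.6 and that of the redox regulators at 55.2. For these 4 lists the higher median is consistent with the trend with expression level, and no change particular to the list was detectable with these libraries. The oxidative phosphorylation genes lay above all 10000 matched lists (percentile 100), which argues against the trend as the whole cause. Like the other families, they were chosen from Figures 2B and 2C, made from these libraries, so the percentile is not independent evidence. With the trend removed they passed by camera (adjusted p = 0.0211) and not by fry (adjusted p = 0.431). The ribosomal protein genes stood at percentile 99.2, above the range set beforehand for the trend as the cause, but they passed neither test with the trend removed, so the evidence against the trend is weaker for them. A change with HI-PMF stays open for both. The remaining lists stood at percentile 98.2 for the OxyR and SoxRS targets, 99.9 for flagella, 1.58 for chemotaxis, 0.0600 for the phosphotransferase system, 96.7 for glycogen synthesis and 61.7 for the division genes of Figure S3A. The percentiles describe these 4 libraries and are not adjusted for the 12 lists.

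The 5 largest decreases past the thresholds were those of sucC, mazF, rfbD, hcaF and yahF, with log2 fold changes of -7.99, -6.32, -5.23, -4.24 and -3.42. For sucC, mazF and rfbD a loss of reads in the counting cannot be told apart from a change with HI-PMF. The value of yahF was -1.98 without HI-PMF replicate 1 and -4.85 without HI-PMF replicate 15.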
